# Expression of transport proteins in the rete mirabile of european silver and yellow eel

**DOI:** 10.1186/s12864-021-08180-2

**Published:** 2021-12-02

**Authors:** Gabriel Schneebauer, Victoria Drechsel, Ron Dirks, Klaus Faserl, Bettina Sarg, Bernd Pelster

## Abstract

**Background:**

In physoclist fishes filling of the swimbladder requires acid secretion of gas gland cells to switch on the Root effect and subsequent countercurrent concentration of the initial gas partial pressure increase by back-diffusion of gas molecules in the rete mirabile. It is generally assumed that the rete mirabile functions as a passive exchanger, but a detailed analysis of lactate and water movements in the rete mirabile of the eel revealed that lactate is diffusing back in the rete. In the present study we therefore test the hypothesis that expression of transport proteins in rete capillaries allows for back-diffusion of ions and metabolites, which would support the countercurrent concentrating capacity of the rete mirabile. It is also assumed that in silver eels, the migratory stage of the eel, the expression of transport proteins would be enhanced.

**Results:**

Analysis of the transcriptome and of the proteome of rete mirabile tissue of the European eel revealed the expression of a large number of membrane ion and metabolite transport proteins, including monocarboxylate and glucose transport proteins. In addition, ion channel proteins, Ca^2+^-ATPase, Na^+^/K^+^-ATPase and also F_1_F_0_-ATP synthase were detected. In contrast to our expectation in silver eels the expression of these transport proteins was not elevated as compared to yellow eels. A remarkable number of enzymes degrading reactive oxygen species (ROS) was detected in rete capillaries.

**Conclusions:**

Our results reveal the expression of a large number of transport proteins in rete capillaries, so that the back diffusion of ions and metabolites, in particular lactate, may significantly enhance the countercurrent concentrating ability of the rete. Metabolic pathways allowing for aerobic generation of ATP supporting secondary active transport mechanisms are established. Rete tissue appears to be equipped with a high ROS defense capacity, preventing damage of the tissue due to the high oxygen partial pressures generated in the countercurrent system.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08180-2.

## Background

In physoclist fishes, i.e. in fish in which the embryonic connection of the swimbladder to the esophagus is lost during early development, the swimbladder is filled with gas molecules by diffusion from the blood and from swimbladder gas gland cells [1]. To generate the required high gas partial pressures to drive diffusion gas gland cells in the swimbladder epithelium secrete acid into the blood, switching on the Root effect [2–6]. The resulting initial increase in oxygen partial pressure, the so called single concentrating effect [7], is then in a second step multiplied by countercurrent concentration in the rete mirabile of the swimbladder [6–9]. The rete has been considered to function by passive diffusion and hydraulic (osmotic) transport [10–12], although Steen [13] suggested that lactate may be transported from the venous to the arterial side in the rete mirabile of the European eel. A re-assessment of lactate and water movements in the rete by measurement of hemoglobin and of metabolite concentrations in blood samples collected anterior and posterior to the rete mirabile of the European eel revealed a significant back-diffusion of lactate from venous capillaries to the arterial side, but no significant osmotic gradient and no water movement was detected [14]. This would require presence of lactate transport proteins in the rete, i.e. presence of monocarboxylate carrier proteins [15]. Including the back-diffusion of solutes in the rete and the salting-out effect, i.e. the reduction of gas solubility with increasing solute concentration in blood [16], in model calculations revealed that the back-diffusion of solutes even enhances the countercurrent concentrating capacity of a rete [17]. The possible presence of transport proteins in rete mirabile membranes, indicated by the recorded lactate movements in the rete, therefore could significantly support the countercurrent concentrating ability of the rete and thus enhance the capacity of the rete to generate elevated gas partial pressures. This would imply that the rete mirabile is not just a passive exchanger, and the countercurrent concentrating ability of the rete could not only be modified by changing the surface area of the capillaries, but also by modifying the expression of transport proteins in rete capillaries.

In many fish, the arterial capillaries of the rete mirabile are in intimate contact with the gas gland cells and in close proximity to the venous capillaries of the rete mirabile [18, 19]. Thus, collection of arterial and venous blood samples at the swimbladder side of the rete is difficult without contamination by the secretory activity of gas gland cells. In Anguillidae, such as the European eel, however, the two retia mirabilia of the swimbladder are bipolar and clearly separated from the gas gland cells. Therefore, blood samples can be collected at the arterial entrance and exit of the rete, and at the venous entrance and exit of the rete. For this reason, the eel has become a model species for the analysis of swimbladder physiology [13, 20, 21]. In the eel, each rete consists of about 30,000 to 40,000 arterial capillaries, which on the swimbladder pole of the retia give raise to two or three larger arterial vessels supplying the swimbladder epithelium, consisting of gas gland cells. From there the venous blood returns in two or three larger veins to the retia mirabilia, forming 20,000 to 30,000 venous capillaries, running parallel to the arterial capillaries with a diffusion distance of about 2 μm [22, 23].

The European eel is a catadromous fish spending most of its life cycle as so-called yellow eel in the European freshwater system. In preparation of the spawning migration eels pass the process of silvering to prepare for the transition to seawater. Silver eels then return to the spawning grounds in the Sargasso Sea, a journey taking about 5 to 6 months, perhaps even longer [24]. During silvering, which has been described as a secondary metamorphosis and puberty like event [25, 26], the size of the eel rete mirabile increases, indicating an improvement of the countercurrent concentrating ability [6, 7]. For American eel a two- to three-fold increase in rete length has been reported, and in the Japanese eel a 1.6-fold increase has been detected [27, 28]. Recent tracking studies revealed that migrating silver eels perform daily vertical migrations covering depth changes of several hundred meters [24, 29, 30]. The concomitant changes in hydrostatic pressure significantly affect the volume of the flexible-walled swimbladder, and it has been assumed that swimbladder function is improved during the process of silvering [24, 31]. Previous studies revealed significant changes in the transcriptome and the proteome of swimbladder gas gland cells associated with silvering, although the swimbladder is not involved in any osmoregulatory phenomenon. We therefore hypothesized that the countercurrent concentrating capacity of the rete mirabile, the second essential component of a physoclist swimbladder [1], would also be improved during silvering. We hypothesized that the countercurrent concentrating capacity of the rete mirabile would be supported by the expression of solute transport proteins in rete capillaries. Furthermore, during silvering the expression of these proteins would be enhanced, providing further support for the countercurrent concentration. To test these hypotheses, we analyzed and compared the transcriptome as well as the proteome of rete mirabile tissue of European yellow and silver eels. Our previous studies on gas gland cells could only be performed on separate tissue samples, so that a correlation between transcriptome and proteome could not be tested. We therefore aimed at obtaining both, transcriptome and proteome data from each individual fish, in order to connect transcriptome and proteome data.

## Results

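Rete mirabile tissue of 5 yellow eels and 6 silver eels was perfused with saline, and polyA-selected RNA was sequenced, 1 library per eel. The most abundant named transcript was hs90b (g11574), which encodes the chaperone heat shock protein 90-beta, with a relative expression value of 114217 ± 36058 (mean ± SD, n = 11 eels). Also abundant were the elongation factor ef1a (g7367) with 62951 ± 24013, the cytoplasmic actin actg (g22022) with 57166 ± 12219 and tctp (g7448), a translationally controlled protein, with 55924 ± 11884. The authors aligned the reads to the draft eel genome with TopHat, removed secondary alignments with SAMtools and counted fragments per predicted gene, here called transcripts, with HTSeq. The raw counts summed to 10555968 to 12096239 per yellow eel (median 11743685) and 9360429 to 12438185 per silver eel (median 10263075), and these assigned counts, not the raw reads, are the depth behind each value. Relative expression values were counts divided by median-of-ratios size factors, as in DESeq, and a limit of 50 on their mean over all libraries was kept. The stages were compared with edgeR's quasi-likelihood test on TMM-scaled counts of the 23981 transcripts that passed filterByExpr, with log2 differences given as silver against yellow. Lists of genes were tested with camera, and DESeq2 and limma were run beside edgeR. The library titles form 2 sets, FG1835 with 3 yellow and 3 silver eels and FG1907 with 2 yellow and 3 silver eels, which separate along the first principal component. At an adjusted p under 0.05, 9250 transcripts differed between the sets in edgeR with the stage in the model, so log2 differences within each set stand beside the pooled ones of transcripts given with a standard error and of lists, and means within each set beside pooled means where they differ more than 2-fold. The silver eel library FG1907_02 lay apart from the others on the second component. Where a list is given for FG1907_02 alone, its standard error is over the transcripts of the list in 1 eel, not between eels.

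**Figure D1:**
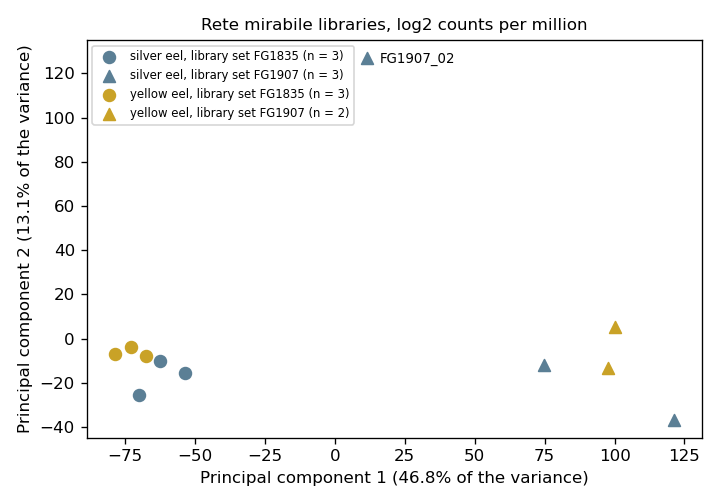
Principal components of log2 CPM values of the 23981 tested transcripts in the 11 libraries. The horizontal axis is the first component (46.8% of the variance) and the vertical axis the second (13.1%). Each point is 1 eel, coloured by stage and shaped by library set.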

On average (5 yellow eels; 6 silver eels), a cDNA library was sequenced at a depth of ~ 16 mio raw reads. 

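In the rete libraries 39516 of 45974 predicted transcripts had at least 1 read, and 25895 had a read in every library. Single libraries held reads of 31633 to 33595 transcripts. On average 33033 transcripts were detected per yellow eel and 32742 per silver eel. With at least 10 reads over all libraries the number was 33940. A mean relative expression value above 50 was reached by 15070 transcripts, of which 13233 carry a gene name, such as ptrf (g7388), a coat protein of caveolae, with 54318 ± 27488 (77520.0 in FG1835 and 26476 in FG1907, mean ± SD, n = 11) and rl7a (g735), a ribosomal protein, with 45469.7 ± 17846.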

Alignment to the European eel reference genome [32] resulted in about 71% mapped gene reads and 32,674 transcripts that could be hit by at least one read in the transcriptome. Comparing the transcriptome of yellow and silver eels, 99 differentially expressed genes were detected at the level of p < 0.01, 79 of these genes could be assigned to a known function. 

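Silver eels had more transcripts of hebp2 (g19898), a heme-binding protein, with 961 ± 376 in yellow and 5696 ± 3799.9 in silver eels (mean ± SD, n = 5 yellow and 6 silver eels), and 6 of 6 silver eels lay above every yellow eel. The glycerol-3-phosphate dehydrogenase transcripts gpda (g25407) and gpda (g30476) reached 513 ± 221 and 319.7 ± 173 in silver eels against 168 ± 42.5 and 113 ± 21.4 in yellow eels. The lysosome membrane protein scrb2 (g4731) had 1482 ± 895 in yellow and 5654 ± 1382 in silver eels. Silver eels were lower in phlb1 (g3379), a pleckstrin homology domain protein, with 261 ± 38.6 in yellow and 122 ± 16.8 in silver eels, and in the efflux pump abcg2 (g9513), with 105 ± 76.0 in yellow and 13.1 ± 5.73 in silver eels. The sodium bicarbonate cotransporter transcript s4a7 (g8954) had 221 ± 72.7 in yellow and 59.2 ± 34.8 in silver eels. A more abundant transcript of this name, s4a7 (g9801), had a log2 difference of only -0.42 (standard error 0.44, -0.28 in FG1835 and -0.37 in FG1907). The log2 differences were 2.56 (standard error 0.47, 2.43 in FG1835 and 2.56 in FG1907) for hebp2, 1.61 (standard error 0.34, 1.58 in FG1835 and 1.60 in FG1907) for gpda (g25407), -1.10 (standard error 0.20, -1.21 in FG1835 and -0.96 in FG1907) for phlb1, -3.0003 (standard error 0.56, -3.15 in FG1835 and -2.96 in FG1907) for abcg2 and -1.90 (standard error 0.38, -2.32 in FG1835 and -1.28 in FG1907) for s4a7 (g8954), all with edgeR. Their adjusted p in edgeR was 0.967, so none passed. Next among the higher transcripts by p stood the mitochondrial carrier scm2b (g5212) with a log2 difference of 1.32, the lipoprotein lipase inhibitor angl4 (g1879) with 1.18, the glutathione peroxidase gpx4 (g14800) with 1.08, arrd3 (g11440) with 0.80, the vasoconstrictor peptide precursor edn2 (g21817) with 1.30 and the complement inhibitor ic1 (g14144) with 1.27. Among the lower ones stood the cation channel acc2a (g15264) with -2.13, the Wnt ligand wn10a (g4244) with -1.56, the glucosidase k1161 (g16047) with -1.05, the spermine oxidase smox (g6301) with -1.44, the Wnt pathway inhibitor axn2 (g25610) with -1.43, the collagen cooa1 (g4726) with -1.47 and the protease ats17 (g973) with -1.33. None of these turned in sign inside a set, which is not independent evidence because they were chosen by p over the same eels. In all, 99 transcripts had an unadjusted p under 0.01, 48 higher and 51 lower in silver eels, and 87 of them carry a name. Chance gives 240 for a fit that keeps its error rate. In libraries simulated with the set differences and no stage difference, this fit gave only 75, where chance gives 233. At an adjusted p under 0.05, edgeR called 0 transcripts and limma 0, DESeq2 called 26, and 515 had an unadjusted p under 0.05 in edgeR. Within the library sets the count at p under 0.01 was 448 in FG1835, where chance gives 247, and 121 in FG1907, where chance gives 233. With the set as a term the count was 196. Of the 99 transcripts, 47 are also among those with a p under 0.01 in the authors' table of this comparison.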

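Among transcripts with a relative expression value above 50, silver eels had fewer of mrp (g118), a MARCKS-related protein that binds the cell membrane, with 4034 ± 945 in yellow and 1777 ± 822 in silver eels (mean ± SD, n = 5 and 6 eels), and of the methyltransferase rrmj3 (g25397), with 2112 ± 352 in yellow and 880.3 ± 625 in silver eels. The extracellular matrix protein fras1 (g9250) had 1385 ± 587 in yellow and 289 ± 249 in silver eels, and the presynaptic adhesion protein nrx3a (g1423) had 133 ± 35.9 in yellow and 38.9 ± 30.9 in silver eels. Higher in silver eels were hs3s1 (g40017), an enzyme that sulfates heparan sulfate, with 299.8 ± 188 in yellow and 773 ± 217 in silver eels, and the glycosyltransferase gbgt1 (g18345), with 7.46 ± 4.31 in yellow and 119.6 ± 130.4 in silver eels (79.0 without FG1835_04). Their log2 differences were -1.19 (standard error 0.33, -0.63 in FG1835 and -1.92 in FG1907) for mrp, -1.27 (standard error 0.42, -0.73 in FG1835 and -2.14 in FG1907) for rrmj3, -2.28 (standard error 0.72, -3.08 in FG1835 and -1.80 in FG1907) for fras1, -1.76 (standard error 0.54, -1.17 in FG1835 and -3.14 in FG1907) for nrx3a, 1.36 (standard error 0.40, 1.12 in FG1835 and 2.34 in FG1907) for hs3s1 and 3.97 (standard error 1.02, 3.91 in FG1835 and 4.03 in FG1907), 3.36 without FG1835_04, for gbgt1, and no adjusted p of edgeR was under 0.05. With the library set as a term they were -1.23, -1.37, -2.52, -2.01, 1.62 and 3.95. At an unadjusted p under 0.01, 69 of these transcripts differed between the stages in edgeR, and 62 of them carry a gene name. The count was 131 with the library set as a term, 310 in FG1835 and 80 in FG1907, and 129 in DESeq2.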

Restricting this analysis to genes expressed with a relative expression value higher than 50 (base mean value) resulted in only 47 genes that were differentially transcribed, out of which 41 had a predicted function (Table 1). Therefore, the data sets were combined for further analysis to identify genes that are generally transcribed in rete endothelial cells of European yellow and silver eels.

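Each of the 40 transcripts of Table 1 that could be tested with edgeR differed in the direction of the authors' table, 15 higher and 25 lower in silver eels, which is not independent evidence because they were chosen on these libraries. Of these, 30 had an unadjusted p under 0.01 and 31 with the library set as a term. In DESeq2, which also tested gtd2b, 38 of all 41 transcripts of Table 1 did. The adhesion molecule ceam5 (g17622) had a log2 difference of -2.88 (standard error 0.82, -3.33 in FG1835 and -2.84 in FG1907), -4.15 without FG1907_02 and -2.27 without FG1907_06, the extracellular protein anosmin-1, kalm (g456), of -1.95 (standard error 0.51, -1.61 in FG1835 and -2.35 in FG1907), and the pentraxin nptx1 (g21973) of -2.25 (standard error 0.69, -3.01 in FG1835 and -1.47 in FG1907). The endothelial cell matrix protein edil3 (g12955) stood at -1.39, the metalloproteinase mmp11 (g4963) at -1.30, the acyltransferase mboa2 (g1983) at 2.23, the actin-oxidizing enzyme mica2 (g2343) at 1.81 and c85cb (g10401) at 1.253. An unadjusted p of 0.01 was not reached by ha18, hrsl1, lgi1, lyg, ntng1, pkha6, pkp1, rrmj3 (g33599), sp5 and visl1, at log2 differences of -2.57, -1.47, -1.13, 1.30, -2.35, -1.91, 1.42, -1.22, -1.26 and -1.50. With the library set as a term hrsl1 stood at -2.05 and was the only one of them to reach it. Among these and the transcripts before them, the sign turned inside a set for ha18 (0.20 in FG1907). Single libraries moved some of these, ha18 to -3.51 without FG1835_05, ntng1 to -1.74 without FG1835_01, pkha6 to -2.61 without FG1907_02 and pkp1 to 2.03 without FG1907_04. The transcript gtd2b (g40381) was removed by the expression filter, with 0.226 ± 0.506 in yellow and 134 ± 219 in silver eels (55.4 without FG1835_06, mean ± SD, n = 5 and 6 eels).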

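Endothelial cell markers made up 0.661% of the counts, a summed relative expression value of 70548 ± 15926 (mean ± SD, n = 11 eels) over the 26 transcripts above 50. The tight junction protein cld5 (g6920) was the highest with 14619 ± 4549, followed by von Willebrand factor, vwf (g357), with 11505 ± 4527. The endothelial cadherin cadh5 (g17569) had 2421 ± 1264 (3380.2 in FG1835 and 1269.8 in FG1907) and the adhesion molecule peca1 (g43202) 1258 ± 688. Cld5 had a log2 difference of -0.011 (standard error 0.31, 0.045 in FG1835 and -0.11 in FG1907) and vwf of 0.52 (standard error 0.36, 0.017 in FG1835 and 1.46 in FG1907). Of 29 tested transcripts of the list, 20 were higher and 9 lower in silver eels, with a median log2 difference of 0.062 (0.12 in FG1835 and 0.14 in FG1907). In edgeR 0 of them passed an adjusted p of 0.05 over all genes and 0 when adjusted over the list alone, against 0 in DESeq2 and 0 in limma, and 1 had an unadjusted p under 0.05. The camera test gave an adjusted p of 0.141 over 39 lists (Up), and the adjusted p was 0.0131 without FG1835_03 and 0.00127 without FG1907_02.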

Pathway analysis using the Reactome pathway browser revealed that in 25 pathways between 27% and 61% of the in the Reactome database listed genes were transcribed in rete tissue of the European eel (Fig. 1). 59% of cell cycle related genes were transcribed, but also 34% of genes involved in transport of small molecules and 44% of genes connected to vesicle transport. Of note, 43% of the genes involved in signal transduction were transcribed in rete tissue. Of the genes associated with metabolism, 49 out of 140 genes were involved in glucose metabolism and 14 out of 46 genes associated with the pentose phosphate shunt were detected. In addition, 60 out of 233 genes involved in the citric acid cycle and 39 out of 150 genes contributing to the respiratory chain were transcribed in rete tissue. Looking at genes responsible for the formation of the extracellular matrix, 127 out of 330 listed genes were detected in the rete transcriptome.

**Table 1:** Between yellow and silver eels differentially expressed genes detected in the transcriptome with a base mean value > 50. (p < 0.01). Using a more stringent p-adjust value none of these genes is significantly different

Name	Description	baseMean	pval
*abcg2*	atp-binding cassette sub-family g member 2	55	5,38E-04
*acc2a*	amiloride-sensitive cation channel 2- neuronal	67	1,66E-05
*angl4*	angiopoietin-related protein 4	1302	8,71E-03
*ats17*	a disintegrin and metalloproteinase with thrombospondin motifs 17	493	2,38E-03
*axn2*	axin-2	50	3,78E-03
*c85cb*	coiled-coil domain-containing protein 85c-b	105	9,25E-03
*ceam5*	carcinoembryonic antigen-related cell adhesion molecule 5	144	6,96E-03
*cooa1*	collagen alpha-1 chain flags: precursor	126	3,50E-03
*edil3*	egf-like repeat and discoidin i-like domain-containing protein 3	133	2,41E-03
*edn2*	endothelin-2	430	4,53E-03
*fras1*	extracellular matrix protein fras1 flags: precursor	787	1,92E-06
*gbgt1*	globoside alpha- -n-acetylgalactosaminyltransferase 1	69	9,94E-03
*gpda*	glycerol-3-phosphate dehydrogenase cytoplasmic	356	5,16E-04
*gpda*	glycerol-3-phosphate dehydrogenase cytoplasmic	226	6,40E-03
*gtd2b*	general transcription factor ii-i repeat domain-containing protein 2b	73	4,60E-03
*ha18*	h-2 class i histocompatibility q8 alpha chain flags: precursor	63	7,96E-03
*hebp2*	heme-binding protein 2	3544	1,17E-03
*hrsl1*	hras-like suppressor	534	9,16E-03
*hs3s1*	heparan sulfate glucosamine 3-o-sulfotransferase 1	558	2,87E-03
*ic1*	plasma protease c1 inhibitor	905	4,32E-03
*kalm*	anosmin-1	129	4,77E-05
*lgi1*	leucine-rich glioma-inactivated protein 1 flags: precursor	160	9,80E-03
*lyg*	lysozyme g	192	6,21E-03
*mboa2*	membrane-bound o-acyltransferase domain-containing protein 2	56	6,91E-03
*mica2*	protein mical-2	65	7,23E-03
*mmp11*	stromelysin-3	91	6,21E-03
*mrp*	marcks-related protein	2803	8,04E-03
*nptx1*	neuronal pentraxin-1	116	2,02E-03
*nrx3a*	neurexin-3-alpha	82	4,00E-04
*ntng1*	netrin-g1	73	6,48E-03
*pkha6*	pleckstrin homology domain-containing family a member 6	152	9,60E-03
*pkp1*	plakophilin-1	78	8,14E-03
*rrmj3*	rrna methyltransferase 3	1440	3,47E-03
*rrmj3*	rrna methyltransferase 3	141	7,01E-03
*s4a7*	sodium bicarbonate cotransporter 3	133	3,05E-05
*scm2b*	calcium-binding mitochondrial carrier protein s -2-b	133	6,58E-03
*scrb2*	lysosome membrane protein 2	3758	3,52E-05
*smox*	spermine oxidase	236	8,16E-03
*sp5*	transcription factor sp5	120	9,40E-03
*visl1*	visinin-like protein 1	54	7,96E-03
*wn10a*	protein wnt-10a flags: precursor	127	3,63E-03

**Fig. 1:**
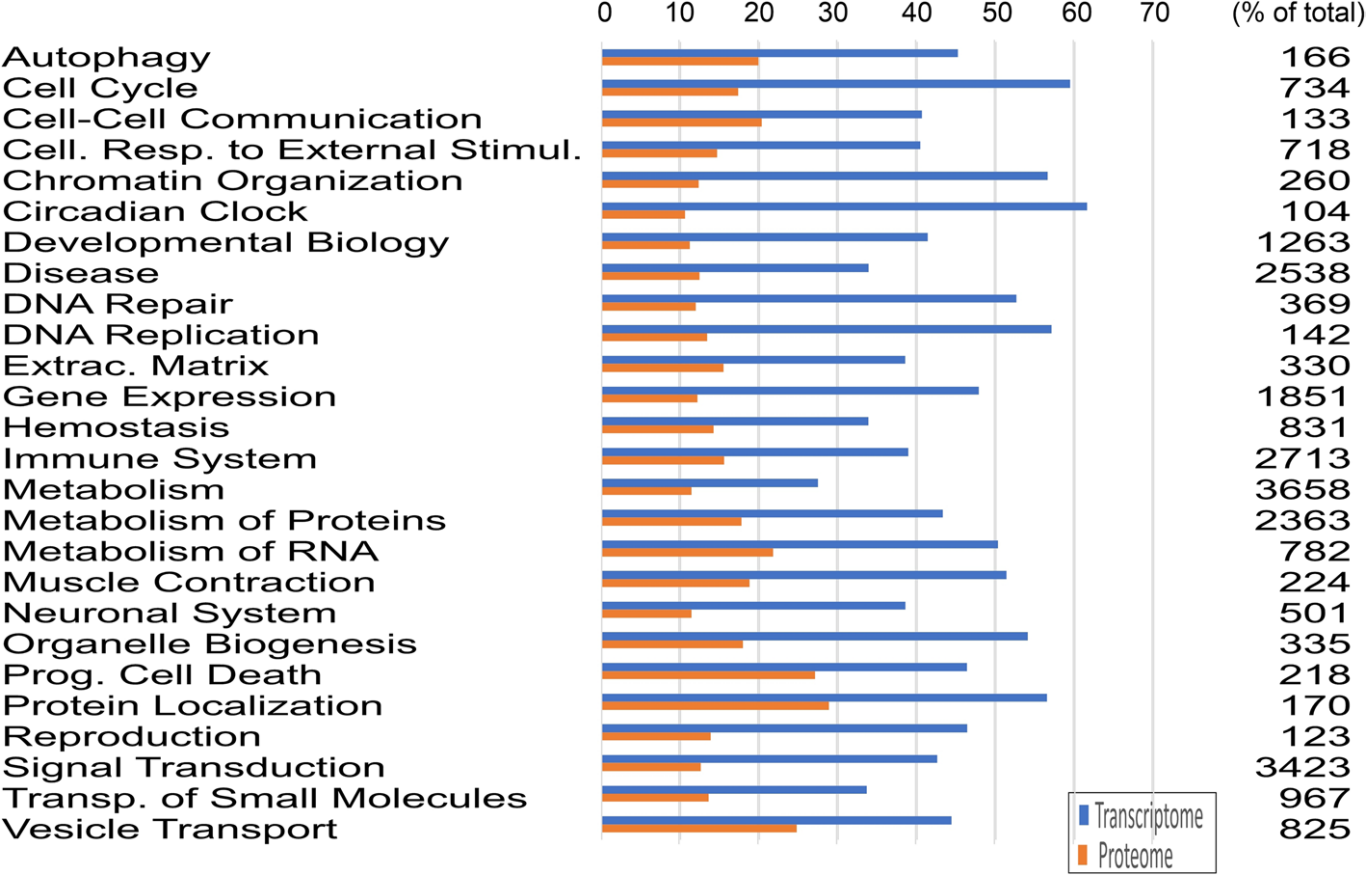
Percentage of genes of the 25 pathways identified in the Reactome analysis in the transcriptome (blue line) and the proteome (orange line) of European yellow and silver eel rete mirabile tissue. Because only very few genes were differentially expressed between yellow and silver data sets were combined to obtain a clearer picture of genes expressed in rete mirabile tissue. The number gives the total number of genes listed in the Reactome data base for the respective pathway

A more detailed analysis of the transcriptome was restricted to genes transcribed with a relative expression value higher than 50. 

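Collagens, the fibre and sheet proteins of the extracellular matrix, reached a summed relative expression value of 67358 ± 15532 (mean ± SD, n = 11 eels), 0.631% of all counts. The basement membrane collagen co4a1 (g5551) was the highest with 10673 ± 3159, and its partner chain co4a2 (g5552) had 6941 ± 1979.9. The fibrillar chains co1a2 (g11901) and co1a1 (g7014) had 8064 ± 2623 and 7427 ± 2684, and the microfibrillar chains co6a3 (g7207) and co6a2 (g14641) 6193 ± 2684 and 3226 ± 1198. The fibril-associated chains coca1 (g801) and coea1 (g3018) had 3457 ± 2793 (5392 in FG1835 and 1135 in FG1907) and 3277 ± 1781 (2130.0 in FG1835 and 4654 in FG1907). A mean above 50 was found for 33 collagen transcripts with 22 names. Between the stages co4a1 had a log2 difference of -0.43 (standard error 0.26, -0.29 in FG1835 and -0.57 in FG1907), co1a2 of -0.26 (standard error 0.29, -0.53 in FG1835 and 0.13 in FG1907) and coca1 of -0.74 (standard error 0.74, -0.70 in FG1835 and 0.25 in FG1907).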

Among the transcripts related to the formation of the extracellular matrix, 15 collagen transcripts were detected (*cola, coaa, co6a, coca, co4a, co5a, coga, co2a, cra1b*), and also one collagenase transcript (Additional file 1). 

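Laminins, the cross-shaped proteins of basement membranes, had 17 transcripts with 11 names above 50, with a summed value of 36072 ± 5754 (mean ± SD, n = 11 eels). The alpha-4 chain of vessel walls, lama4 (g11257), was the highest with 10956 ± 2754, followed by lama5 (g9955) with 7890.1 ± 2951. The beta chains lamb1 (g2333) and lamb2 (g1389) had 4952 ± 2904 and 4118 ± 817, lama3 (g14032) had 3250.2 ± 770.0 and the gamma chain lamc1 (g8734) 1964 ± 225. Of the proteoglycan of basement membranes, pgbm, 6 transcripts lay above 50, the highest being pgbm (g15079) with 1861 ± 627. Nidogen-2, nid2 (g4703), which links laminin and collagen networks, had 13450.2 ± 4017, the matrix protein sprc (g763) 13801 ± 4942 and tinal (g8951), a basement membrane protein, 8494 ± 2873.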

Additional transcripts of extracellular matrix constituents were 6 laminins (*lamc, lama*), and basement membrane specific proteoglycan transcripts (*pgm*) were detected. The transcriptome also contained transcripts of matrix metalloproteinases and of collagenase (*mmp*, *ats*).

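Type IV collagenase, mmp2 (g6604), had 2464 ± 3474 (1173 in FG1835 and 4013 in FG1907, mean ± SD, n = 11 eels), a mean that rests on the silver eel library FG1907_02 with 12848 and is 1425 without FG1907_02. The membrane-bound mmp14 (g28696) had 1593 ± 375, collagenase 3, mmp13 (g8689), 809.6 ± 533 and mmp19 (g20203) 467 ± 584 (300.3 without FG1907_01). Of the ADAMTS proteases, which cleave proteoglycans and procollagens, ats1 (g11275) had 2146 ± 1133 and ats3 (g5009) 1271 ± 952 (1777 in FG1835 and 664 in FG1907). Above 50 were 12 metalloproteinase transcripts with 8 names and 11 ADAMTS transcripts with 8 names. Collagenase 3 had a log2 difference of -1.18 (standard error 0.53, -0.97 in FG1835 and -1.34 in FG1907), and mmp19 had 1.36 (standard error 0.70, 0.13 in FG1835 and 2.78 in FG1907), 0.50 without FG1907_01, neither with an adjusted p under 0.05 in edgeR.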

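The V-type proton ATPase pumps protons at the cost of ATP, and its subunits reached a summed relative expression value of 13920.4 ± 2147 (mean ± SD, n = 11 eels), 0.131% of the counts. Subunit a of the membrane part, vpp1 (g7390), was the highest with 2209.8 ± 695, ahead of the catalytic subunit vata (g2406) with 969 ± 577 (552 in FG1835 and 1470.2 in FG1907). The membrane subunits va0e1 (g16503), vato (g10917) and va0d1 (g16136) had 799 ± 204, 796 ± 202 and 620.2 ± 77.3. The soluble subunits vatg1 (g3944), vatb2 (g15039), vatd (g16600) and vate1 (g19556) had 685 ± 110.4, 529 ± 58.9, 345 ± 55.8 and 257 ± 149 (143 in FG1835 and 395 in FG1907). In total 34 transcripts with 20 different names had a mean above 50, and names such as vpp1 with 4 transcripts count more than 1 predicted gene.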

Searching the transcriptome with respect to transcripts translating into membrane transport proteins (ion transport proteins; channel proteins; membrane ATPases) (Fig. 2; Additional file 2) revealed the presence of 33 transcripts of V-type proton ATPase subunits, coding for 15 different subunits (*vata, vatb, vatd, vate, vatf, vatg, vath, vatl, vatm, vato, vpp, va0d, va0e, vtc1*). 

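Pore-forming and accessory subunits of calcium channels gave 14 transcripts with 10 names above 50, summing to 2493 ± 399 (mean ± SD, n = 11 eels). The store-operated channel crcm1 (g10364) was the highest with 479 ± 97.5, and the T-type channel cac1h (g127) had 372 ± 88.2. The accessory subunits ca2d1 (g403), ca2d2 (g1363) and cacb3 (g13678) had 314 ± 156, 289 ± 103 and 266 ± 115. Subunit ca2d1 was lower in silver eels, with 431 ± 119.7 in yellow and 216 ± 110.1 in silver eels. Its log2 difference was -1.001 (standard error 0.37, -0.94 in FG1835 and -1.09 in FG1907), -1.02 with the library set as a term, and it did not pass an adjusted p of 0.05 in edgeR.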

The family of calcium channel proteins was also represented by a large number of transcripts (*ca2d, cac1h, cac1, cacb, crcm*).

**Fig. 2:**
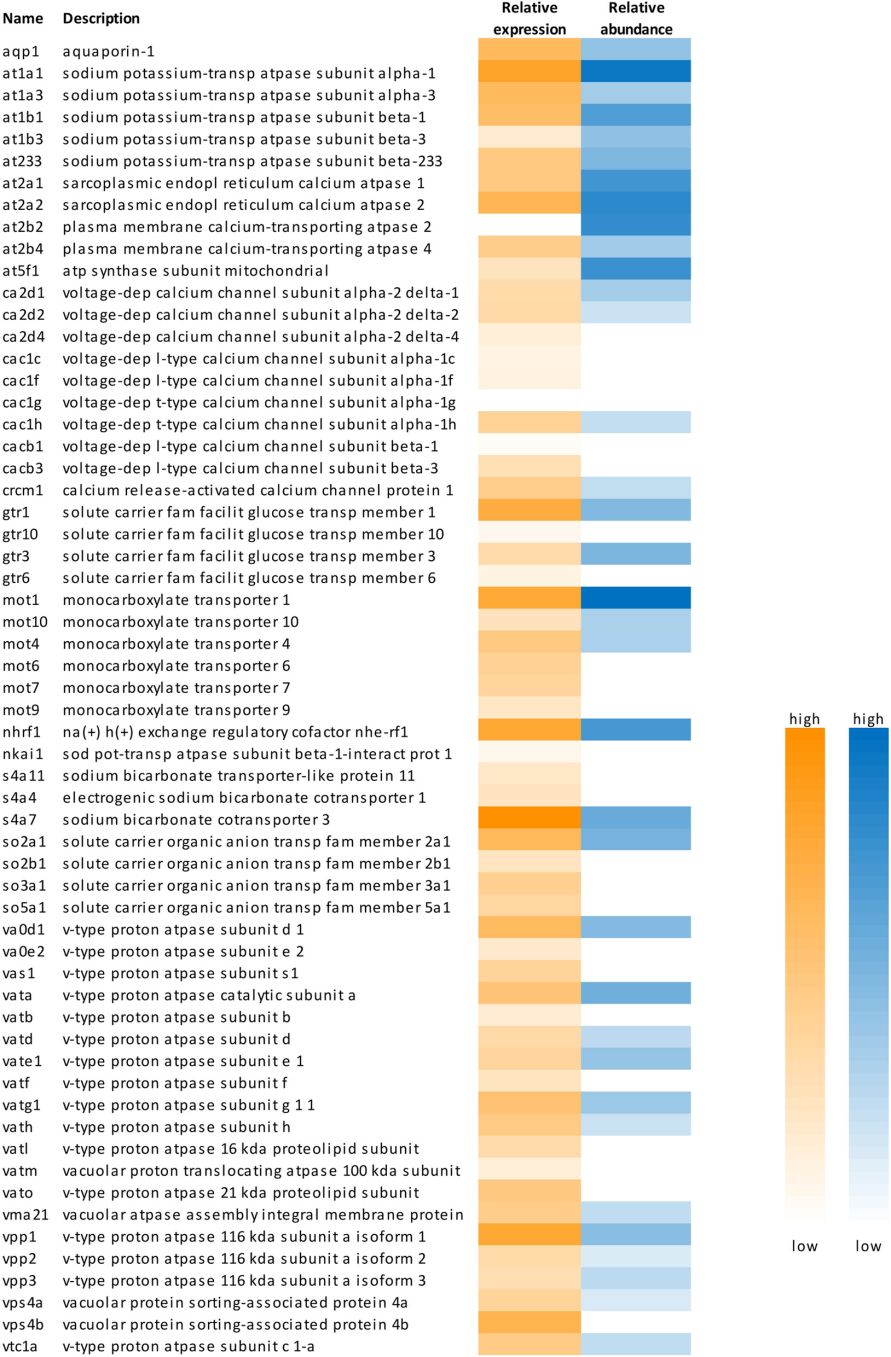
Heat map showing selected membrane transport proteins detected in the transcriptome and/or in the proteome of European yellow and silver eel rete mirabile tissue samples. Relative expression values (yellow) range from 50 to 4000, relative protein abundance (blue) from 10^6^ to 3.5*10^9^

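The sodium bicarbonate cotransporter s4a7 (g9801) was the highest transporter of the bicarbonate family with 5694 ± 2649 (7708 in FG1835 and 3276 in FG1907, mean ± SD, n = 11 eels). The chloride-bicarbonate exchanger b3a2 (g1277) had 636 ± 284, s4a4 (g42262) 202 ± 40.3 and s4a11 (g24257) 175 ± 152, and the family had 7 transcripts above 50. Among transporters of organic anions, so3a1 (g7971) had 1799 ± 411 and the prostaglandin transporter so2a1 (g12358) 1579 ± 1128 (2222 in FG1835 and 808 in FG1907). The other members above 50 were so5a1 (g21532) with 409.9 ± 199 and so2b1 (g22015) with 202 ± 80.8. The spread of s4a7 and so2a1 follows the library sets, with log2 differences between FG1907 and FG1835 of -1.22 (adjusted p = 0.00740) and -1.58 (adjusted p = 0.0110) in edgeR.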

Several transcripts of various members of the solute carrier families (SLC) were detected, including transcripts of sodium bicarbonate transport proteins (*s4a*) and transcripts of different SLC families involved in organic anion transport (*so2, so3, so5)*. 6 different monocarboxylate transporter transcripts (*mot1*, *mot4, mot6, mot7, mot9, mot10*) were detected, and a number of different glucose carrier transcripts were expressed (*gtr1, gtr3, gtr6, gtr10*) (Fig. 2; Additional file 2).

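The family of monocarboxylate transporters, of which mot1 and mot4 carry lactate with protons, had 14 transcripts with 9 names above 50. Pooled over the sets, mot13 (g2057) had 1426 ± 1094 (mean ± SD, n = 11 eels), mot1 (g33801) 1174 ± 1004 (2003 in FG1835 and 180.2 in FG1907), mot9 (g1014) 921 ± 577 and mot4 (g8544) 759.5 ± 406. Their order differed between the library sets, with mot13 at 2183 ± 928 in FG1835 and 519 ± 171 in FG1907 (set log2 difference -2.00, adjusted p = 0.000638 in edgeR) and mot9 at 932 ± 474 in FG1835 and 906 ± 743 in FG1907. Lower over all eels were mot6 (g13906) with 262 ± 59.4, mot10 (g11655) with 229 ± 98.1 and mot7 (g17247) with 215 ± 119. The glucose carrier gtr1 (g18545) had 2981 ± 1066, gtr3 (g12848) 512 ± 348 (773 in FG1835 and 200.1 in FG1907) and the intracellular carrier gtr8 (g7936) 337 ± 149.6, and the carriers had 8 transcripts above 50. For mot1, which has 4 transcripts above 50, the transcript named here differed between the library sets by a log2 value of -3.46 (adjusted p = 3.54e-05 in edgeR). Summed over all its transcripts, mot1 had 5449.9 TMM-scaled counts in FG1835 and 1662 in FG1907.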

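Receptor-type tyrosine phosphatases, which remove phosphate from junction and growth factor receptor proteins, summed to 36489 ± 12659 (mean ± SD, n = 11 eels) over 20 transcripts above 50. Most of this came from ptprg (g10361) with 17530.4 ± 7781 (23350.5 in FG1835 and 10546 in FG1907) and the endothelial phosphatase ptprb (g26483) with 8607 ± 2830.4, while ptpre (g12264) had 1421 ± 407 and ptprm (g10753) 896 ± 178. The growth factor receptors vgfr2 (g8472), vgfr4 (g9390) and vgfr3 (g5396) had 6609 ± 1686, 3837 ± 1582 and 1552 ± 525. The angiopoietin receptor tie2 (g1122) had 5429 ± 2262 and its relative tie1 (g2753) 2234 ± 657. Between the stages ptprg had a log2 difference of -0.47 (standard error 0.40, -0.44 in FG1835 and -0.14 in FG1907), vgfr2 of -0.10 (standard error 0.27, 0.027 in FG1835 and -0.18 in FG1907) and tie2 of 0.15 (standard error 0.36, 0.52 in FG1835 and -0.32 in FG1907). Of 37 tested phosphatase transcripts, 18 were higher and 19 lower in silver eels (median -0.029, -0.033 in FG1835 and 0.045 in FG1907). At an adjusted p of 0.05, edgeR called 0 members over all genes, 0 adjusted over the list alone, DESeq2 0 and limma 0, while 4 had an unadjusted p under 0.05, and the camera test gave an adjusted p of 0.0764 (Down). Left out singly, some libraries brought this adjusted p under 0.05, to 0.00172 to 0.0303 without 1 of FG1835_04, FG1835_05, FG1835_06, FG1907_04 or FG1907_06.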

Focusing in particular on signal transduction and receptor related transcripts revealed the presence of receptor type tyrosine-protein phosphatase (*ptpr*) and of vascular endothelial growth factor receptor (*vgfr*) transcripts. In addition, endothelin receptor transcripts (*ednra, ednrb*) acetylcholine receptor (*acha*) and adrenergic receptor (*ada, arbk*) were found. 

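Endothelin receptor A, ednra (g11336), was the most abundant vascular receptor with 13274 ± 2933 (mean ± SD, n = 11 eels), and the endothelin receptor ednrb (g12842) had 1885 ± 604. The calcitonin gene-related peptide receptor calrl (g16101) had 7931 ± 2783 and the calcitonin receptor calcr (g9738) 1904 ± 912. The acetylcholine receptor subunit acha (g11067) had 1027 ± 151, the alpha-adrenergic receptor ada2a (g14085) 336 ± 151, the angiotensin receptor agtrb (g481) 908 ± 234 and the natriuretic peptide receptor anpra (g8418) 525 ± 360.4. Of 38 tested transcripts of vascular receptors, 22 were higher and 16 lower in silver eels, with a median log2 difference of 0.093 (-0.035 in FG1835 and 0.20 in FG1907). The number of members at an adjusted p under 0.05 was 0 in edgeR over all genes, 0 adjusted over the list alone, 0 in DESeq2 and 0 in limma, with 2 at an unadjusted p under 0.05. The camera test gave an adjusted p of 0.839, and ednra had a log2 difference of 0.27 (standard error 0.21, 0.23 in FG1835 and 0.30 in FG1907).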

Transforming growth factor beta receptor beta (*tgbr, tgfa, tgfr*) and inositol-trisphosphate receptor (*itpr*) were also detected in the transcriptome (Additional file 3).

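The transforming growth factor beta receptor tgfr2 (g6156) had 5783 ± 1547 (mean ± SD, n = 11 eels), the co-receptor tgbr3 (g8935) 3893 ± 818 and tgfa1 (g13796), a receptor-associated protein, 2094 ± 1204. The inositol trisphosphate receptors itpr1 (g71) and itpr3 (g21351), which release calcium from the endoplasmic reticulum, had 753 ± 136 and 167 ± 259 (77.1 in FG1835 and 275 in FG1907, 92.8 without FG1907_04). Itpr3 had 290.2 ± 362 in yellow eels (135 without FG1907_04) and 64.4 ± 40.8 in silver eels, and the yellow eel library FG1907_04 held 909. Its log2 difference was -2.14 (standard error 0.79, 0.11 in FG1835 and -3.59 in FG1907) and -1.07 without FG1907_04. The 18 tested transcripts of both receptor families had a median log2 difference of -0.083 (0.0054 in FG1835 and 0.045 in FG1907), 7 higher and 11 lower in silver eels. Counted at an adjusted p under 0.05, 0 members passed in edgeR over all genes (0 adjusted over the list alone), 0 in DESeq2 and 0 in limma, and 1 passed an unadjusted p of 0.05. Camera gave an adjusted p of 0.103 (Down), with an adjusted p of 0.0356 without FG1835_04, 0.0479 without FG1835_06 and 0.0316 without FG1907_06, and 10 transcripts had a mean above 50.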

Analysis of the proteome revealed 5289 proteins, out of which only 104 proteins were uncharacterized proteins with yet unknown function (Additional file 4). In the proteome of yellow and silver eels, 74 proteins were differentially expressed, 73 of these proteins had a predicted function (Additional file 5). 67 proteins were reduced in their expression level, but only 2 proteins (synembryn-A and fucolectin-7like) were reduced by more than 3-fold. 7 proteins were about 2-fold elevated in their expression level. Accordingly, the changes in protein abundance between silver and yellow eels were modest. Noteworthy, among the proteins significantly affected were mimecan and several collagens, components of the extracellular matrix (Additional file 5), but no membrane transport proteins.

For a more detailed data analysis of proteins that are expressed in rete capillaries, the procedure developed for the transcriptome was adopted and the data sets of yellow and silver eels were combined. Pathway analysis using the Reactome pathway browser revealed that, on the basis of 5185 proteins with known function, in 25 pathways between 10% and 27% of the Reactome database listed genes were translated in rete tissue of the European eel (Fig. 1). Overall, 36% of the genes detected in the transcriptome were also detected in the proteome. The lowest match with only 17% was detected for circadian clock genes, the highest agreement was present for genes related to apoptosis with 58%. Table 2 shows the overlap of proteome and transcriptome data for the specific physiological functions addressed in this analysis. The highest overlap was detected for ATPases. For 84% of the detected transcripts the appropriate proteins were found. On the other hand, only 41% of the transcripts coding for receptor proteins the appropriate proteins could be detected. In Fig. 3 for all genes detected in both, the transcriptome as well as in the proteome, relative mRNA expression values are plotted versus the relative protein abundance. Relative mRNA expression of most genes was in the range 10^2^ to 10^4^, while protein abundance varied between 10^5^ and 10^8^. Spearman’s rank-order correlation was run to determine the relationship between mRNA expression and protein abundance. There was a moderate, positive correlation between mRNA expression and protein abundance, which was statistically significant (rs(2851) = 0.422, p = 0.000000200).

**Table 2:** Number of genes in specific functional groups detected in the transcriptome and in the proteome (Trans. + Prot.), and the number of genes detected either in the transcriptome or in the proteome (Trans. or Prot.). The fractional overlap between transcriptome and proteome is given as % value

	**Trans. + Prot.**	**Trans. or Prot.**	**%**
Channel	54	41	57
ATPase	175	34	84
Extr. matrix	130	176	42
Metabolism	2147	1404	60
Mitochondria	946	336	74
Ion transport	523	351	60
Receptor	257	369	41

**Fig. 3:**
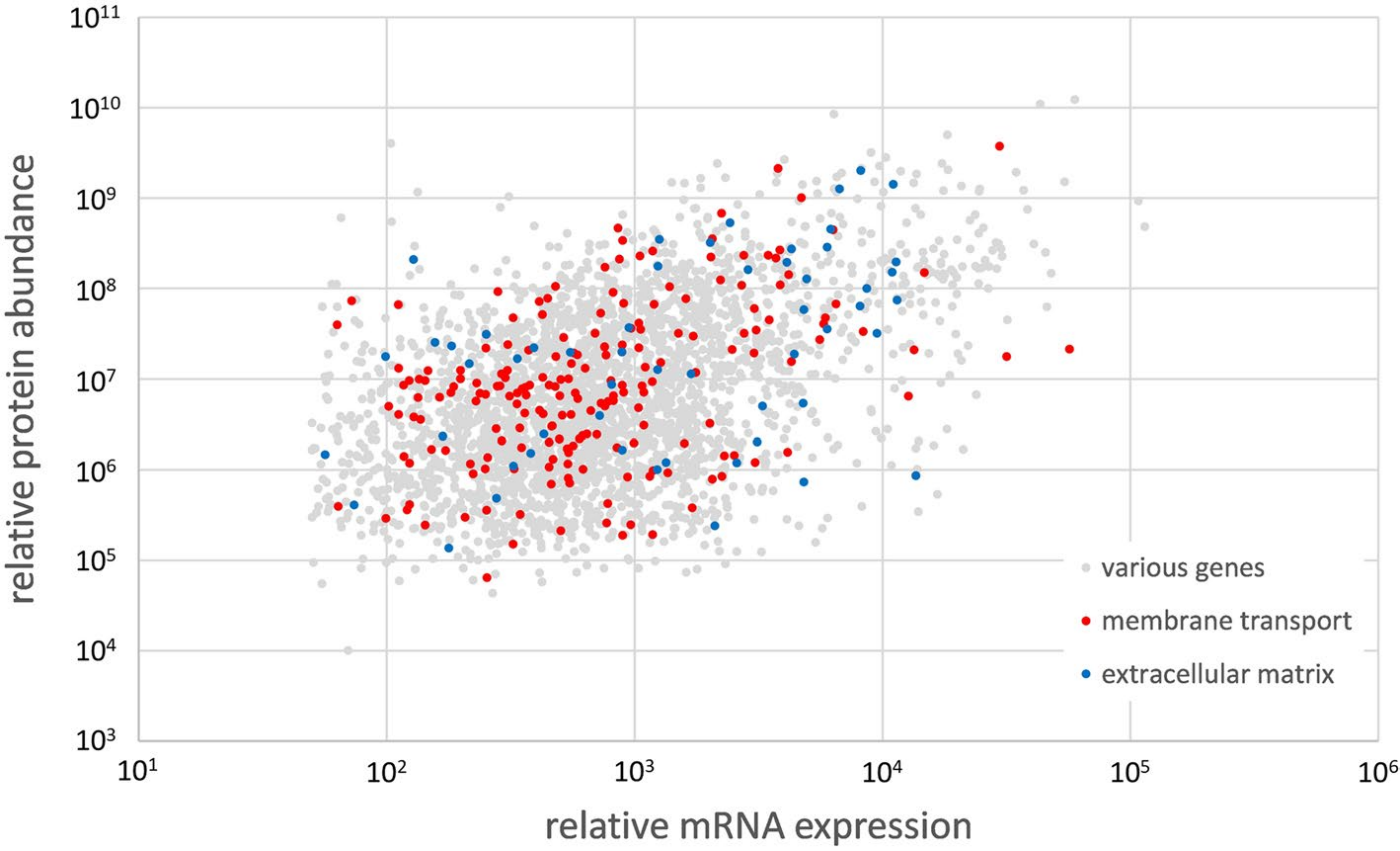
Relative mRNA expression plotted versus the relative protein abundance of all genes detected in the proteome as well as in the transcriptome of European yellow and silver eel rete mirabile tissue samples. Genes associated with membrane transport are marked in red, genes associated with the extracellular matrix are marked in blue. Spearman’s rank-order correlation: rs(2851) = 0.422, p = 0.000000200

Searching the description of the annotated proteins for terms related to the extracellular matrix a large number of proteins were detected (Additional file 1). Consistent with the transcriptome, these proteins included a number of collagens (Co6a, Coca, Coea, Co18a, Col18a, Cola1) and several laminins (Lama, Lamc). In contrast to the transcriptome, disintegrin and metalloproteinase (Ats) were not detected in the proteome. In Fig. 4, the relative mRNA expression of the extracellular matrix protein families is plotted versus the relative protein abundance. In addition to laminins and the collagen protein family, fibulins and a proteoglycan were detected, and all families were present with similar relative expression values and protein abundances.

**Fig. 4:**
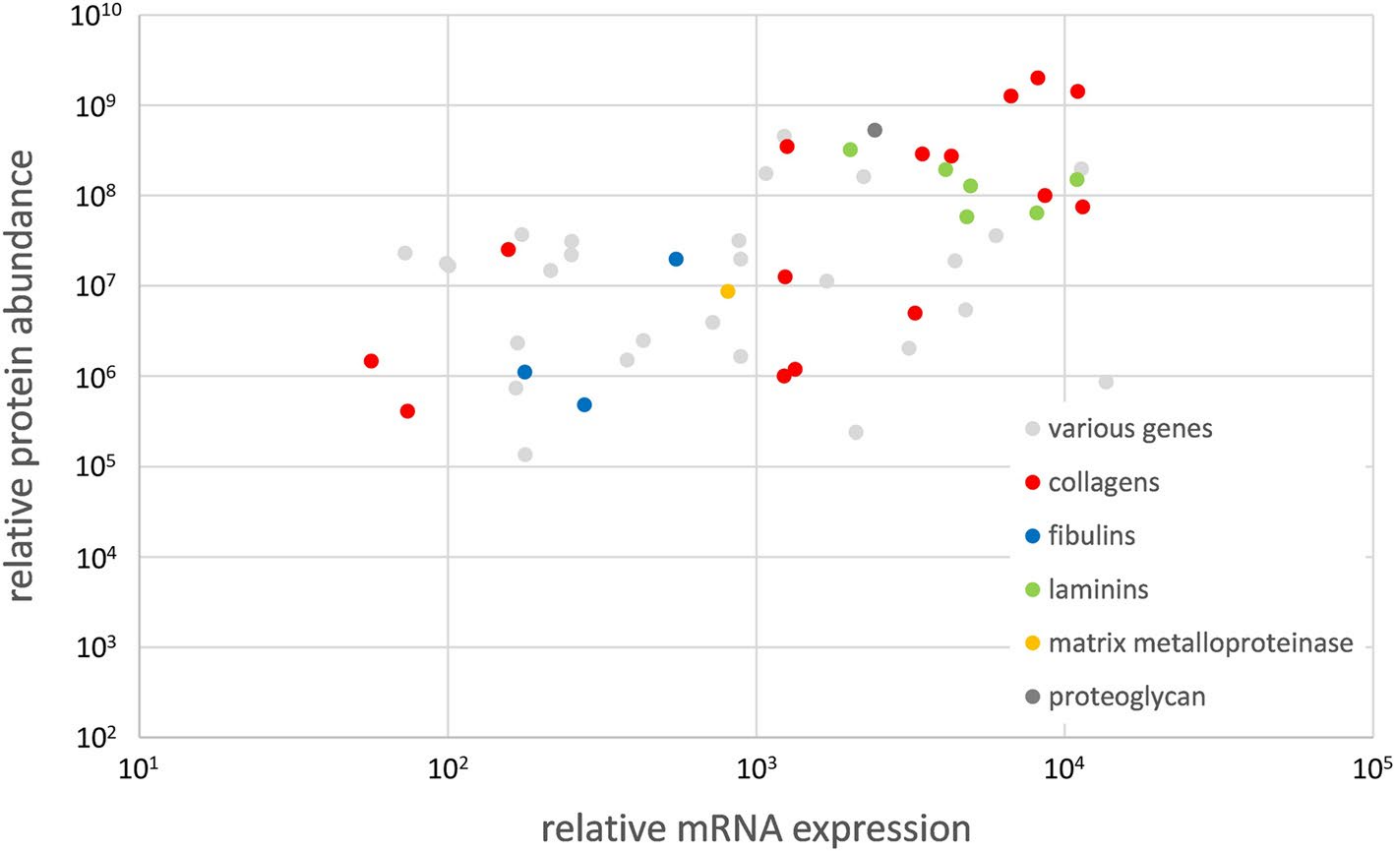
Relative mRNA expression plotted versus the relative protein abundance of selected extracellular matrix genes detected in the proteome as well as in the transcriptome of European yellow and silver eel rete mirabile tissue samples. Different families of extracellular matrix proteins are color coded

Focusing on membrane transport (Fig. 2; Additional file 2), proteins contributing to 13 subunits of V-type proton ATPase were isolated (Vaod, Vata, Vatd, Vate, Vatf, Vatg, Vath, Vma21, Vpp, Vps, Vtc). Both subunits of Na^+^/K^+^-ATPase were detected (At1a1, At1a3; At1b1, At1b3, At233), and also subunits of plasma membrane Ca^2+^-ATPase (At2b2, At2b3, At2b4, Atp2c1) and sarcoplasmic reticulum Ca^2+^-ATPase (At2a1, At2a2) (Additional file 2). In the family of solute carrier proteins, the proteome included two glucose transport proteins (Gtr1, Gtr3), as well as several monocarboxylate carriers (Mot1, Mot4, Mot10). The heat map illustrates that genes expressed with high mRNA copy numbers typically were also highly expressed at the protein level, like, for example Gtr1 or Mot1. This was also observed for the highly expressed sodium bicarbonate cotransporter (S4a7) and a number of subunits of various calcium channel proteins (Ca2d1, Ca2d2, Cac1h), also present in the transcriptome at intermediate levels. Other calcium channel subunits present with a relatively low expression value in the transcriptome were not detected in the proteome (Fig. 2). Plotting the relative mRNA expression versus the protein abundance revealed the presence of a large number of membrane transport proteins and of a remarkable number of ATP-dependent transport proteins including the presence of most subunits of mitochondrial F_1_/F_0_-ATP synthase (Fig. 5). Most of these genes were expressed with a relative mRNA expression of 10^2^ to 10^4^ and a protein abundance of 10^6^ to 10^8^.

**Fig. 5:**
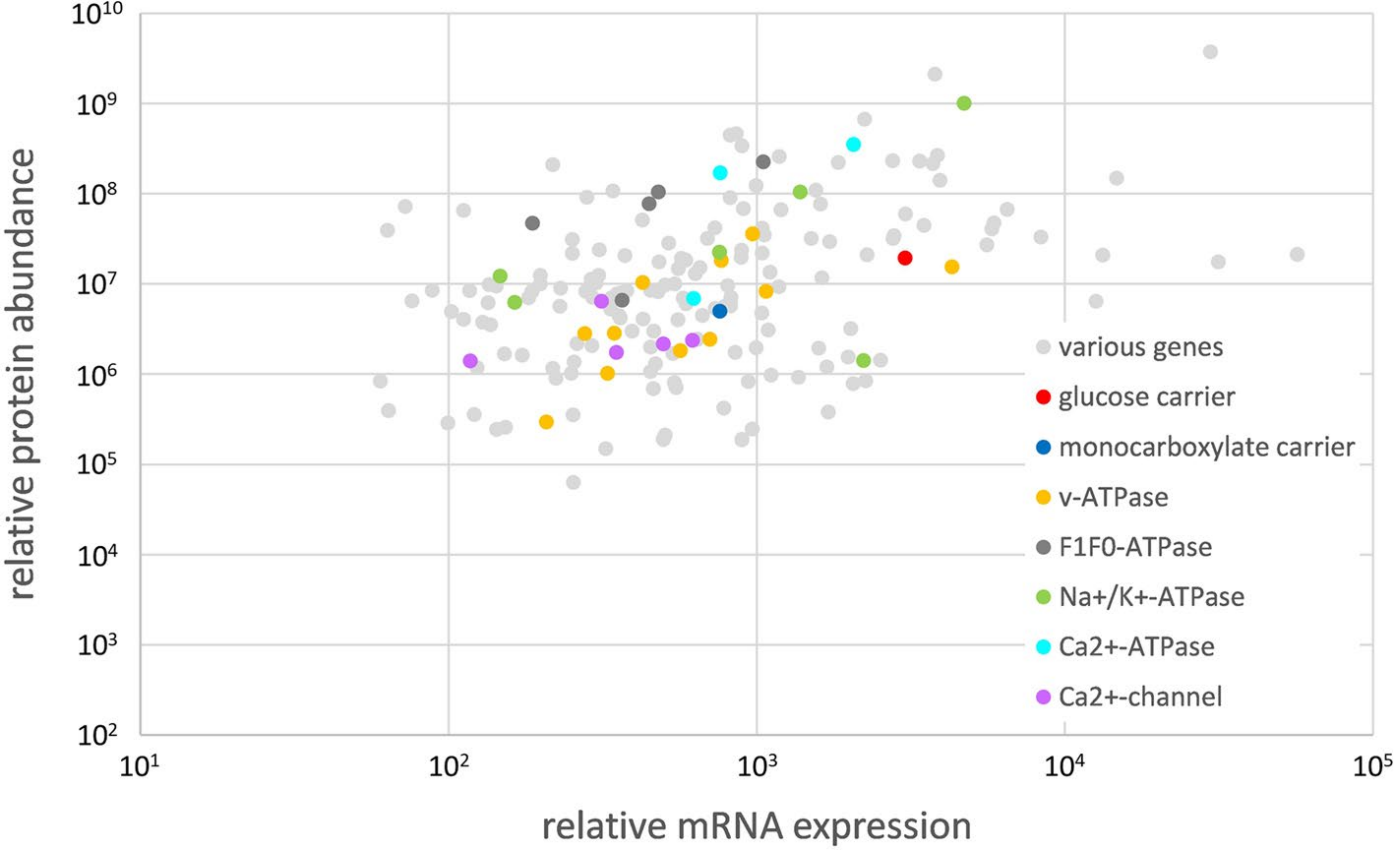
Relative mRNA expression plotted versus the relative protein abundance of selected genes coding for proteins involved in membrane transport detected in the proteome as well as in the transcriptome of European yellow and silver eel rete mirabile tissue samples

A large number of proteins involved in glucose metabolism were identified (including Hkdc1, Hxk1, Aldr, K6pp, F16p1, F263, Gpda, Ldha, Ldhb, Kpbb), but also two proteins involved in the pentose phosphate pathway (6Pgd, G6pd). Proteins involved in mitochondrial energy metabolism included, for example, Acly, Dhsa, Dhsb, Idhc, Idh3, Ndua, Ndub, Nduc, and Ndus (Fig. 6). Overall, 459 mitochondrial proteins were detected in the proteome, including 39 proteins contributing to cytochrome complex formation. 139 of the detected mitochondrial proteins were involved in the biological process ‘electron transport’.

**Fig. 6:**
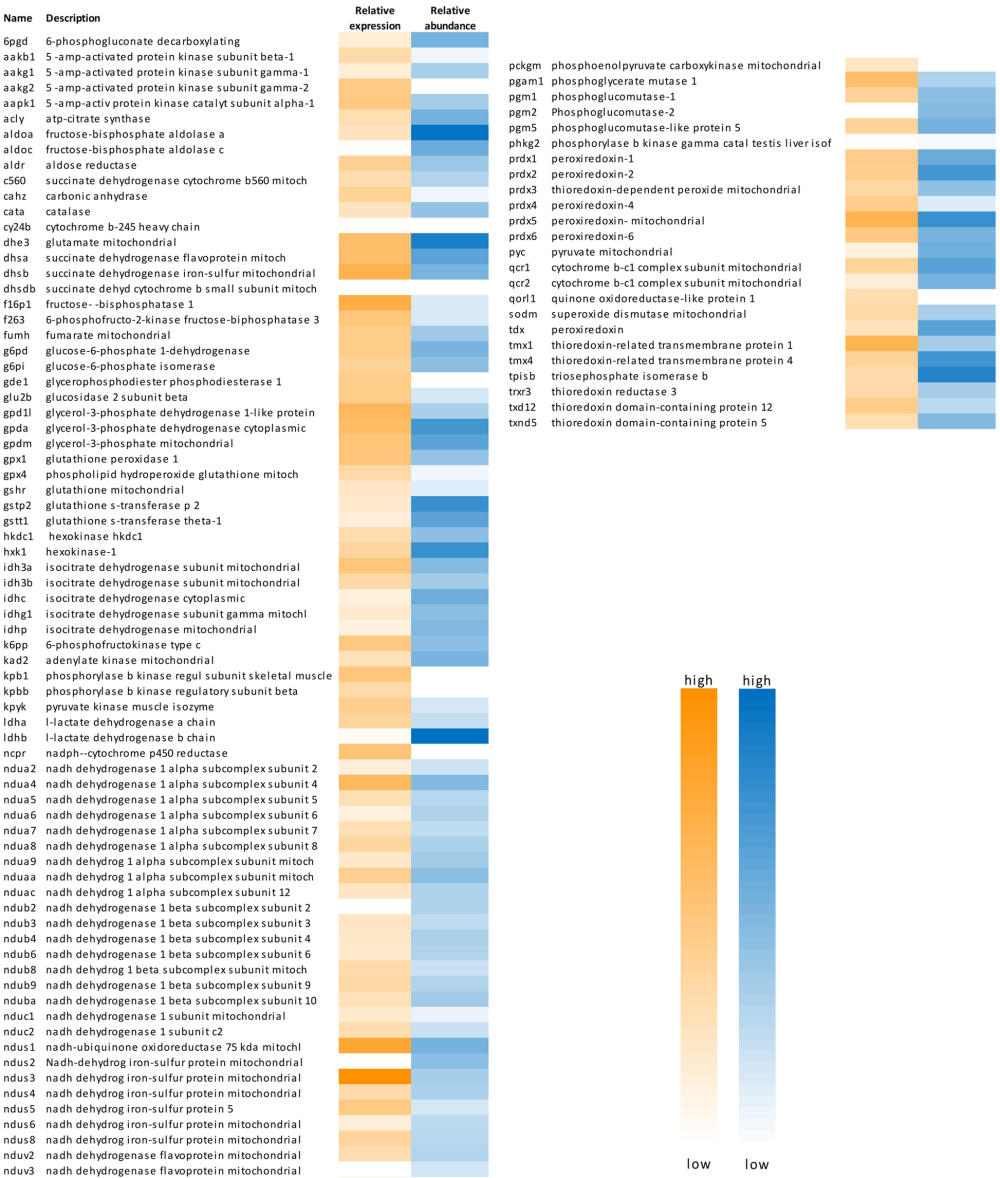
Heat map showing selected proteins involved in cellular energy metabolism detected in the transcriptome and/or in the proteome of European yellow and silver eel rete mirabile tissue samples. Relative expression values (yellow) range from 50 to 30,000, relative protein abundance (blue) from 10^6^ to 1.2*10^10^

Noteworthy was the presence of proteins connected to the degradation of reactive oxygen species, including catalase (Cata), glutathione related proteins (Gshr, Gstp, Gstt), superoxide dismutase (Sodm), peroxiredoxin (Prdx, Tdx), and thioredoxin (Txd, Txnd).

In line with the transcriptome, the proteome included a number of receptor-type tyrosine-protein phosphatases (PTPR). In addition, receptor-tyrosine kinases (Tie1, Tie2, Tyro3), endothelin receptor (Ednra, Ednrb), beta adrenergic receptor kinase (Aarbk2) and atrial natriuretic peptide receptor (Anpra) were expressed at the protein level. Glucocorticoid receptor (Gcr) and insulin receptor short (Insr) were also found (Additional file 3).

## Discussion

Analysis of the transcriptome and of the proteome revealed presence of a large number of proteins of the families of SLC membrane transport proteins and of membrane bound ATPases, which was in line with our hypothesis that the countercurrent concentrating capacity of the rete mirabile would be supported by the expression of solute transport proteins in rete mirabile capillaries. 

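Among genes of membrane transport, aquaporin-1, aqp1 (g214), a water channel, had 514 ± 325 in yellow and 2555 ± 2623 in silver eels (1518 without FG1907_01, mean ± SD, n = 5 and 6 eels), a mean that rests in part on the silver eel library FG1907_01 with 7739.6. Its log2 difference was 2.30 (standard error 0.67, 1.89 in FG1835 and 2.31 in FG1907), 1.56 without FG1907_01, and 2.06 with the library set as a term, and it passed when adjusted over the list alone, which holds only 2 tested transcripts, but not over all genes. The fructose carrier gtr5 (g21637) had a log2 difference of -2.31 (standard error 0.73, -2.43 in FG1835 and -2.18 in FG1907), -1.68 without FG1835_03 and -2.91 without FG1907_02, and the sodium hydrogen exchanger sl9a5 (g14626) of 1.17 (standard error 0.42, 0.57 in FG1835 and 2.09 in FG1907). For the membrane carbonic anhydrase cah9 (g17843) it was -2.75 (standard error 1.15, -2.00 in FG1835 and -3.52 in FG1907), -1.81 without FG1907_06, and 0 of 6 silver eels lay below every yellow eel. The exchanger sl9a8 (g10809) had 441 ± 76.4 and the carbonic anhydrase cahz (g17409) 141 ± 87.5 over all 11 eels. V-type proton ATPase subunits had 26 of 42 tested transcripts higher in silver eels, with a median log2 difference of 0.074 (0.029 in FG1835 and 0.083 in FG1907), and the camera test gave an adjusted p of 0.7099. For monocarboxylate transporters 6 of 16 were higher, with a median of -0.11 (-0.24 in FG1835 and 0.60 in FG1907) although the test pointed up, at an adjusted p of 0.939. Glucose carriers had 9 of 13 higher, a median of 0.039 (-0.21 in FG1835 and 0.66 in FG1907) and an adjusted p of 0.190. Organic anion transporters had 7 of 11 lower, a median of -0.30 (-0.24 in FG1835 and 0.86 in FG1907) and an adjusted p of 0.633. Of sodium hydrogen exchangers 5 of 6 were higher with a median of 0.28 (-0.15 in FG1835 and 0.72 in FG1907) and an adjusted p of 0.0764, with an adjusted p of 0.0253 to 0.0417 without 1 of FG1835_03, FG1835_04, FG1835_06 or FG1907_01, and of carbonic anhydrases 3 of 7 with -0.11 (-0.14 in FG1835 and 0.090 in FG1907) and an adjusted p of 0.839. Calcium channels had 15 of 22 lower, a median of -0.15 (-0.20 in FG1835 and 0.10 in FG1907) and an adjusted p of 0.0786, with an adjusted p of 0.0308 without FG1835_04, 0.0227 without FG1835_05 and 0.00140 without FG1907_06. Bicarbonate transporters fell as a list, with 8 of 12 lower, a median of -0.24 (-0.29 in FG1835 and 0.12 in FG1907), adjusted p = 0.0316, led by s4a7 (g8954), s4a8 (g19784) and b3a2, and 3 of 6 silver eels lay below the yellow mean. The more abundant s4a7 (g9801) had -0.42 (standard error 0.44, -0.28 in FG1835 and -0.37 in FG1907). S4a8 had a mean of only 9.95 (17.7 in FG1835 and 0.64 in FG1907) and -1.21 (standard error 1.01, -0.90 in FG1835 and not tested in FG1907). B3a2 had -0.37 (standard error 0.36, -0.67 in FG1835 and 0.39 in FG1907). The adjusted p of this list was 0.685 with an estimated correlation and 0.146 with the library set as a term and lay at 0.0702 to 0.395 without 1 of FG1835_01, FG1835_02, FG1835_03, FG1835_05, FG1907_01 or FG1907_03 and at 0.0154 without FG1907_02. The smooth muscle and erythrocyte markers were lower in silver eels beside it (medians -0.19, but 0.10 in FG1907, and -0.88), and in the silver eel library FG1907_02 the list lay 0.66 (standard error 0.52) above the rest of its set. No member of the V-type ATPase, monocarboxylate, glucose, organic anion, exchanger, anhydrase or calcium channel lists passed an adjusted p of 0.05 in edgeR over all genes or adjusted over the list alone, and 0, 0, 2, 0, 1, 1 and 2 had an unadjusted p under 0.05. DESeq2 called 0 and limma 0 of all these. Of bicarbonate transporters edgeR called 0 over all genes, 1 adjusted over the list alone, namely s4a7 (g8954), DESeq2 1 and limma 0, with 1 at an unadjusted p under 0.05.

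**Figure D2:**
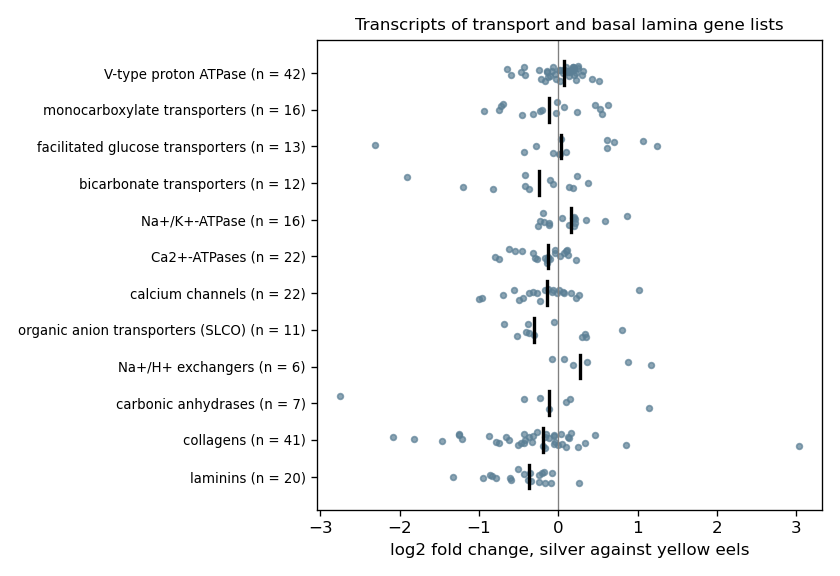
Log2 differences, silver against yellow eels, of the tested transcripts of 10 transport lists and of collagens and laminins. The horizontal axis gives the log2 difference, each point is 1 transcript, placed on the line of its list, and each black bar is the median of a list. The number of transcripts stands beside the name of each list.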

Our hypothesis that during silvering the expression of these proteins would be enhanced, however, was not supported by the data.

### General comparison of transcriptome and proteome data

Overall comparison of the transcriptome and the proteome revealed that the number of proteins isolated in the proteome amounted to about 16% of the identified transcripts, and most of the detected proteins had a predicted function. In fish, the large number of transcripts certainly is related to the whole genome duplications encountered during evolution [33, 34]. Analysis of the proteome of European eel gas gland cells resulted in the identification of 6223 proteins [35], a value about 20% higher than the number of proteins isolated from rete cells. While in gas gland cells, all fractions have been analyzed [35], our rete cell analysis was focused on the membrane fraction, so that cytosolic proteins probably were underrepresented, which may have contributed to the lower number of proteins identified in the rete.

In contrast to previous studies on swimbladder gas gland cells, in which transcriptome and proteome data have been collected from different tissue samples [35–37], in our present study both data sets have been collected from the same tissue samples, allowing for an analysis of the correlation between protein and mRNA expression. The results revealed that in rete tissue, the overall correlation between protein and mRNA was modest with a Spearman’s correlation of 0.422, (p = 0.000000200).

Focusing on the overlap between transcriptome and proteome within functional groups, the results varied remarkably. While for mitochondrial proteins and ATPases an overlap of 74% and 84% was detected, respectively, less than 50% of the transcripts coding for receptor proteins were detected in the proteome, and overall, the overlap was even lower with a value of 36%. While in yeast cells, a good correlation between detected protein copies and mRNA copies has been reported [38], other studies indicated a poor correlation between mRNA and protein levels in different tissues [39–41].

### The effect of silvering

In the eel, silvering is accompanied by an elongation of the rete mirabile, which improves the countercurrent concentration capacity [27, 28]. Silver eels, during their spawning migration, experience significantly larger hydrostatic pressures than yellow eels, dwelling in freshwater rivers and lakes. It therefore was expected that the elevated gas partial pressures necessary to fill the swimbladder at high hydrostatic pressure would require an increased countercurrent concentrating capacity of the rete mirabile and thus would affect the expression of membrane transport proteins. In previous studies it has already been demonstrated that silvering is associated with significant changes in the transcriptome and the proteome of swimbladder gas gland cells [35–37]. This obviously was not the case in the rete mirabile tissue as only about 0.2% of the transcripts were significantly different in silver eels at the level of p < 0.01, and using p-adjust for the analysis none of these genes was significantly different. 

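Of the transcripts with at least 1 read, 0.251% had an unadjusted p under 0.01 between the stages in edgeR, 0.496% with the library set as a term, 1.13% in FG1835 and 0.306% in FG1907. Fewer transcripts were tested, 23981 without and with the term, 24657 in FG1835 and 23319 in FG1907, so these shares cannot be set against 1%. The counts were 99, 196, 448 and 121, where chance gives 240, 240, 247 and 233 for a fit that keeps its error rate. In libraries simulated without a stage difference the fit without the set gave 75 and the fit with it 225, where chance gives 233. The 99 are therefore not fewer than unchanged stages give in this fit. After adjustment edgeR called 0 transcripts, and its smallest adjusted p was 0.967. DESeq2 called 26, 13 higher and 13 lower in silver eels, among them phlb1 (adjusted p = 0.000253), hebp2 (0.000507), abcg2 (0.000936), s4a7 (g8954, 0.00431) and acc2a (0.00527). In counts simulated with the spread of these libraries, 61 of 100 transcripts with a 4-fold difference and 3 of 100 with a 2-fold difference passed an adjusted p of 0.05 in the fit without the set, and 89 and 28 with the set as a term. The changed transcripts all had a mean count above 50, so these numbers do not hold for weaker transcripts. Each transcript was simulated independently, without a library set apart like FG1907_02. From the low share of transcripts past its threshold, with none left after adjustment by its text, the paper concludes that the changes known from swimbladder gas gland cells at silvering did not occur in rete tissue. The authors' own comparison holds 2 transcripts with an adjusted p under 0.05. The paper also draws on its proteome, where less than 1% of the proteins and no membrane transport protein were affected.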

Analysis of the gas gland cell transcriptome of yellow and silver eels revealed 646 differentially expressed genes at the level of p < 0.01 [36].

Our proteome analysis confirmed the analysis of the transcriptome. Less than 1% of the proteins were significantly affected in the rete of silver eels, the change in abundance was moderate, with only two genes reduced more than 3-fold in their relative abundance. None of the membrane transport proteins was affected. Our data thus did not reveal large differences in rete gene expression between yellow and silver eels. Our tissue samples were collected from yellow eels and from silver eels after completing the transition, not during silvering. In silver eels, the length of the rete capillaries is increased [27, 28], resulting in a larger overall surface area available for back-diffusion and countercurrent concentration. Our data thus suggest that in contrast to our expectation during silvering hardly any changes in the area specific transport capacity are encountered. Increasing length and thus surface area of the rete capillaries [27, 28] increases tissue mass, but this apparently was not associated with a modulation of gene expression. Increasing the surface area of the rete appears to be the main effect allowing for an enhanced countercurrent concentration ability in silver eels.

### Membrane transport proteins

We hypothesized that in the rete the countercurrent concentrating capacity would be supported by the expression of specific membrane transport proteins facilitating back-diffusion of small molecules (ions and metabolites) from the venous to the arterial side. The presence of a large number of ion transporter and of monocarboxylate transport proteins indeed suggested that rete capillaries are not only passive exchangers, but transport of ions and metabolites can be supported by specific transport proteins. Presence of monocarboxylate transport (Mot) proteins (=MCT proteins; SLC16) was in line with the previously detected back-diffusion of lactate from venous to arterial rete capillaries [14]. *Mct1* and *mct4* mRNA has also been detected in arterial capillaries of the rete mirabile and in gas gland cells of fugu (*Takifugu rubripes*) by in situ hybridization [42], suggesting that the expression of transport proteins is a widespread phenomenon in swimbladder rete mirabile tissue. Back-diffusion of lactate has been shown to be advantageous for the salting out effect [17], and this is particularly important for the concentration of inert gases. The transport proteins identified in rete endothelial cells therefore may contribute to back-diffusion of solutes and elevate the inert gas partial pressure, which would allow for countercurrent concentration of inert gases [16]. Numerous subunits of a V-type proton ATPase have been detected in the transcriptome as well as in the proteome, and a V-type proton ATPase may contribute to back-diffusion of protons from the venous to the arterial side of the rete and support the acidification of arterial rete capillaries. Back-diffusion and countercurrent concentration of acidic metabolites has been shown to enhance blood acidification, switching on the Root effect [6, 21].

Remarkable was the presence of a large number of calcium channel protein transcripts and proteins. In addition, various subunits of cytoplasmic calcium ATPase as well as of endoplasmic reticulum calcium ATPase (SERCA) were identified, indicating extensive Ca^2+^ movements between the endoplasmic reticulum and the cytoplasm, and also between the extracellular space and the cytoplasm. These movements probably are of regulatory importance, perhaps influencing the tightness of the connection between endothelial cells. This would be in line with the presence of a large number of receptor tyrosine kinase and phosphatases, including the angiopoietin receptors TIE1 and TIE2. 

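The calcium pumps of the endoplasmic reticulum at2a2 (g12340) and at2a1 (g19160) had relative expression values of 1014 ± 311 and 624 ± 175 (mean ± SD, n = 11 eels), and the pump of the plasma membrane at2b4 (g8904) had 238 ± 50.8. Above 50 were 4 transcripts of at2a2, 3 of at2a1 and 1 of at2b4, together 3059 ± 507. Between the stages at2a2 had a log2 difference of 0.068 (standard error 0.26, -0.082 in FG1835 and 0.075 in FG1907) and at2b4 of -0.11 (standard error 0.22, 0.033 in FG1835 and -0.27 in FG1907). Of 22 tested calcium pump transcripts, 16 were lower and 6 higher in silver eels, with a median of -0.13 (-0.22 in FG1835 and 0.069 in FG1907). In edgeR 0 of them passed an adjusted p of 0.05 over all genes and 0 when adjusted over the list alone, against 0 in DESeq2 and 0 in limma, and 0 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.151 (Down), with an adjusted p of 0.0254 without FG1907_04.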

Angiopoietin is a crucial growth hormone for angiogenesis, which is required for elongation of rete capillaries, as observed during silvering in eels. Many receptor tyrosine kinases are receptors for growth hormones, and reversible receptor tyrosine kinase phosphorylation is a very important mechanism contributing to cell adhesion, cell proliferation and cell-cell interaction [43]. Ca^2+^ movements could also contribute to the control of blood flow through the rete, and thus the swimbladder tissue. Noteworthy in this context was the detection of endothelin receptor, beta-adrenergic receptor kinase and of the ANP receptor. The activity of smooth muscle cells at the entrance of the rete could perhaps modify perfusion resistance and thus control blood flow through the swimbladder. 

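Smooth muscle and pericyte markers were strongly transcribed, with 127247 ± 32068 (mean ± SD, n = 11 eels) over 22 transcripts above 50, 1.19% of all counts. The actin-binding proteins transgelin, tagl (g17080), and caldesmon, cald1 (g5765), had 37041 ± 7189 and 25529 ± 6809, smooth muscle actin, acta (g12122), 15471 ± 7913 and smooth muscle myosin, myh11 (g2226), 11478 ± 4837. As a list the markers fell in silver eels in the camera test (adjusted p = 0.0340), with 18 of 27 tested transcripts lower, a median log2 difference of -0.19 (-0.10 in FG1835 and 0.10 in FG1907) and 4 of 6 silver eels below the yellow mean. The adjusted p was 0.782 with an estimated correlation, 0.134 with the library set as a term and 0.159 to 0.713 without 1 of FG1835_01, FG1835_02, FG1835_03, FG1907_01 or FG1907_03, and erythrocyte markers were lower in silver eels beside the list (median -0.88). Without FG1907_02 the adjusted p of the list was 0.00685. The pericyte proteoglycan cspg4 (g2571) had a log2 difference of -0.67 (standard error 0.34, -0.80 in FG1835 and -0.035 in FG1907) and cspg4 (g43865) of -0.80 (standard error 0.37, -1.02 in FG1835 and -0.12 in FG1907). The pericyte regulator of G proteins rgs5 (g2442) had 4.49 (standard error 1.63, 0.81 in FG1835 and 5.07 in FG1907) and desm (g18044) 2.33 (standard error 1.22, 1.34 in FG1835 and 2.67 in FG1907), but the silver eel library FG1907_02 alone had 48165 and 294 of them, and without it the log2 differences were 0.13 and 0.32. The list as a whole lay 0.49 (standard error 0.48) above the rest of the set in FG1907_02. A second transcript, rgs5 (g3655), had 11310.3 ± 6611 (16433 in FG1835 and 5163 in FG1907) over all eels and 2137 in FG1907_02. At an adjusted p of 0.05, edgeR called 0 members over all genes, 0 adjusted over the list alone, DESeq2 0 and limma 0, while 2 had an unadjusted p under 0.05.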

The secretory activity of swimbladder tissue has been shown to be dependent on blood flow through the swimbladder [44].

### Energy metabolism

Transport of ions or solutes in a second step often involves the activity of Na^+^/K^+^-ATPase, and the subunits of this ATPase have been detected in the transcriptome as well as in the proteome. 

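The catalytic subunit at1a1 (g10968) of the sodium potassium ATPase had a relative expression value of 3433 ± 1583 (2209.9 in FG1835 and 4900.3 in FG1907, mean ± SD, n = 11 eels) and was the highest of 7 transcripts of this name above 50. The beta subunit genes at1b4 (g1940), at1b1 (g3583) and at233 (g19717) had 2218 ± 673.9, 1385 ± 355 and 757 ± 589 (459 in FG1835 and 1116 in FG1907), and the catalytic subunit at1a3 (g22785) 108 ± 97.1 (65.0 in FG1835 and 160.3 in FG1907). The 14 transcripts above 50 summed to 9459.9 ± 2598, 0.0887% of the counts. In silver eels 10 of 16 tested transcripts were higher and 6 lower, with a median log2 difference of 0.16 (-0.0032 in FG1835 and 0.11 in FG1907), and at1a1 had 0.22 (standard error 0.36, 0.20 in FG1835 and 0.055 in FG1907). The number of members at an adjusted p under 0.05 was 0 in edgeR over all genes, 0 adjusted over the list alone, 0 in DESeq2 and 0 in limma, with 0 at an unadjusted p under 0.05, and camera gave an adjusted p of 0.428.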

The ATP-consumption of these ATPases can be covered by oxidative phosphorylation as indicated by the presence of F_1_F_0_-ATP synthase.

A large number of genes related to energy metabolism were detected in rete endothelial cells, including many enzymes of the glycolytic pathway. This was expected, as studies by Rasio [45, 46] suggested that the energy metabolism of rete endothelial cells is almost exclusively based on glycolysis and lactate production. 

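Lactate dehydrogenase B, ldhb (g412), was the highest glycolytic transcript with 24689.5 ± 7149 (mean ± SD, n = 11 eels). Next came aldolase, aldoa (g21958), with 5477 ± 2023, while enolase, enoa (g21638), had 3039 ± 3133 (1834 in FG1835 and 4485 in FG1907), the isomerase g6pi (g15803) 2814 ± 765 and pgk1 (g23977), a phosphoglycerate kinase, 2073 ± 1117. The entry enzymes hexokinase, hxk1 (g20729), and phosphofructokinase, k6pl (g8372), had 722 ± 261 and 1988 ± 554. The 43 transcripts of 20 names above 50 summed to 0.515% of all counts. Of 60 tested transcripts, 27 were higher and 33 lower in silver eels, with a median log2 difference of -0.055 (-0.0023 in FG1835 and -0.14 in FG1907) and a camera adjusted p of 0.7099 (0.000462 without FG1907_03). Counted at an adjusted p under 0.05, 0 members passed in edgeR over all genes (1 adjusted over the list alone), 1 in DESeq2 and 0 in limma, and 3 passed an unadjusted p of 0.05. The 1 call adjusted over the list alone was another enolase transcript, enoa (g22092), singled out after its values were seen, with a mean of 22.2 and a log2 difference of 3.82 (standard error 0.74, not tested in FG1835 and 4.12 in FG1907).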

Our results, however, also show the presence of the two key enzymes of the pentose phosphate shunt (PPS). 

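Transaldolase, taldo (g5646), and transketolase, tkt (g22716), which interconvert the sugar phosphates of the shunt, had relative expression values of 2931 ± 1184 and 1453 ± 334 (mean ± SD, n = 11 eels). Lower than these was 6-phosphogluconate dehydrogenase, 6pgd (g12110), which forms NADPH, with 426 ± 102. Between the stages taldo had a log2 difference of 0.15 (standard error 0.31, 0.25 in FG1835 and -0.029 in FG1907), tkt of -0.094 (standard error 0.24, -0.11 in FG1835 and 0.038 in FG1907) and 6pgd of 0.18 (standard error 0.22, -0.020 in FG1835 and 0.30 in FG1907). Of 11 tested transcripts of the pathway, 9 were higher and 2 lower in silver eels, with a median log2 difference of 0.18 (0.023 in FG1835 and 0.30 in FG1907). In edgeR 0 of them passed an adjusted p of 0.05 over all genes and 0 when adjusted over the list alone, against 0 in DESeq2 and 0 in limma, and 0 had an unadjusted p under 0.05, and camera gave an adjusted p of 0.0982 (Up), with an adjusted p of 0.0384 without FG1835_04, 0.0227 without FG1835_05 and 0.0479 without FG1835_06.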

The PPS results in the generation of NADPH_2_, which is required for the glutathione metabolism and thus involved in ROS degradation, which appears to be important for rete tissue (see below). In addition, our data reveal the presence of a large number of mitochondrial transcripts with high transcript numbers: 21 transcripts of various ATP synthase subunits and 41 cytochrome transcripts. Also, ADP/ATP translocase was among the mitochondrial transcripts with highest transcript values. This was in line with the detection of mitochondrial proteins including key enzymes of the citric acid cycle, NADH dehydrogenase and cytochrome oxidase from the respiratory chain, many subunits of F_1_F_0_-ATP synthase and ADP/ATP translocase. 

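The beta subunit of mitochondrial ATP synthase, atpb (g15560), had a relative expression value of 6838 ± 2103 (mean ± SD, n = 11 eels), the alpha subunit atpa (g2902) 1929 ± 801 and the membrane subunits at5g2 (g4697) and atp5h (g13904) 1607 ± 686 and 1050.2 ± 597 (612 in FG1835 and 1576 in FG1907). Of cytochrome c oxidase, cox41 (g20442) had 2533 ± 1016, cox42 (g2322) 1813 ± 537 and cx6b1 (g12849) 1177 ± 335, and the bc1 complex subunit qcr2 (g5425) had 1038 ± 487. Above 50 were 23 ATP synthase transcripts with 16 names and 32 transcripts of cytochrome c, cytochrome c oxidase and the bc1 complex with 23 names, 0.191% and 0.155% of the counts. The lists were made by gene name and leave out the unnamed transcript g43895, described as cytochrome b, with 37923 ± 15179. The share of 0.155% is therefore that of the named transcripts only. Cytochrome c, cyc (g11826), was higher in silver eels with 209.7 ± 42.4 in yellow and 343 ± 85.4 in silver eels, a log2 difference of 0.70 (0.70 in FG1835 and 0.71 in FG1907). Its unadjusted p in edgeR was under 0.01, and it did not pass after adjustment. Of the ATP synthase list 10 of 25 tested transcripts were higher in silver eels (median -0.035, -0.021 in FG1835 and -0.19 in FG1907, camera adjusted p = 0.781), and of the cytochrome list 23 of 34 (median 0.088, 0.086 in FG1835 and -0.023 in FG1907, camera adjusted p = 0.0812). Left out singly, libraries brought the adjusted p to 0.0345 without FG1835_03 and 0.0372 without FG1907_03 for ATP synthase and to 0.00236 to 0.0194 without 1 of FG1835_04, FG1835_05, FG1835_06, FG1907_04 or FG1907_06 for the cytochrome list. At an adjusted p of 0.05, edgeR called 0 members over all genes, 0 adjusted over the list alone, DESeq2 0 and limma 0, while 1 had an unadjusted p under 0.05. For ATP synthase these numbers were 0, 0, 0, 0 and 0.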

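The ADP/ATP translocase adt2 (g6355), the carrier that exchanges both nucleotides across the inner mitochondrial membrane, had a relative expression value of 15832 ± 4665 (mean ± SD, n = 11 eels), and 3 transcripts of this name lay above 50. It exceeded the highest named ATP synthase transcript, atpb, and the highest named cytochrome oxidase transcript, cox41, but lay below the unnamed cytochrome b transcript g43895. The stages had 14897 ± 4329 in yellow and 16610.2 ± 5189 in silver eels, a log2 difference of 0.15 (0.31 in FG1835 and -0.068 in FG1907).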

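Malate dehydrogenase, mdhm (g17381), and isocitrate dehydrogenase, idhp (g2560), were the highest transcripts of the citric acid cycle with 3212 ± 826 and 2015 ± 550.5 (mean ± SD, n = 11 eels). Aconitase, acon (g11055), had 1059.7 ± 206 and citrate synthase, cisy (g16969), 247 ± 53.4. Of NADH dehydrogenase, ndua4 (g10136) had 2285 ± 284 and ndus1 (g8924) 2234 ± 942. Above 50 were 35 transcripts of the cycle and 42 of NADH dehydrogenase, 0.169% and 0.159% of the counts. In silver eels 22 of 39 tested transcripts of the cycle were higher (median 0.020, -0.038 in FG1835 and 0.061 in FG1907, camera adjusted p = 0.839), and 23 of 48 of NADH dehydrogenase (median -0.011, 0.059 in FG1835 and -0.14 in FG1907, camera adjusted p = 0.939, and 0.00798 without FG1907_03). The number of members at an adjusted p under 0.05 was 0 in edgeR over all genes, 0 adjusted over the list alone, 0 in DESeq2 and 0 in limma, with 0 at an unadjusted p under 0.05. For NADH dehydrogenase these numbers were 0, 0, 0, 0 and 0.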

Aerobic ATP production is much more efficient than anaerobic ATP formation, and this appears to be related to the presence of various ATP dependent transport proteins, including Na^+^/K^+^-ATPase, V-type proton ATPase and Ca^2+^-ATPases located in cell membranes as well as in the endoplasmic reticulum. We therefore conclude that rete endothelial cell metabolism is not restricted to anaerobic ATP formation, but also includes aerobic ATP production in the oxidative metabolism.

### Extracellular matrix

Rete capillaries are surrounded by thin basement membranes [22, 47], and a large number of collagens and laminins have been detected in the transcriptome as well as in the proteome. 

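As lists, collagens and laminins fell in silver eels in the camera test, collagens with 29 of 41 tested transcripts lower and a median log2 difference of -0.19 (-0.76 in FG1835 and 0.50 in FG1907), laminins with 19 of 20 lower and a median of -0.37 (-0.45 in FG1835 and -0.026 in FG1907). The adjusted p was 0.000322 for collagens (0.0777 without FG1907_03) and 0.000322 for laminins, and 0.00917 and 0.00254 with the library set as a term. Without FG1907_02 it was 1.71e-14 and 0.00275. With an estimated correlation, run on all libraries only, it was 0.664 and 0.299, so neither call held there. Collagens led by p were cooa1 (g4726) with -1.47 (standard error 0.38, -1.73 in FG1835 and -0.91 in FG1907), coaa1 (g544) with 3.04 (standard error 1.35, 1.36 in FG1835 and 3.28 in FG1907), 1.11 without FG1907_02, in the other direction (the silver eel library FG1907_02 alone had 861), and coba1 (g474) with -1.245 (standard error 0.70, -1.53 in FG1835 and -0.12 in FG1907). Laminins led by p were lamc3 (g3258) with -0.83 (standard error 0.37, -0.996 in FG1835 and -0.51 in FG1907), lama1 (g1501) with -1.32 (standard error 0.72, -1.24 in FG1835 and -1.60 in FG1907), -2.07 without FG1907_03 and -0.69 without FG1907_04, lamb2 with -0.35 (standard error 0.20, -0.36 in FG1835 and -0.28 in FG1907) and lama5 (g31004) with -0.78 (standard error 0.48, -0.96 in FG1835 and 0.39 in FG1907). The list lay below the yellow mean in 5 and 6 of 6 silver eels. Counted at an adjusted p under 0.05, 0 members passed in edgeR over all genes (0 adjusted over the list alone), 0 in DESeq2 and 0 in limma, and 2 passed an unadjusted p of 0.05. For laminins these numbers were 0, 0, 0, 0 and 1. The smooth muscle and erythrocyte markers were lower in silver eels beside them (medians -0.19, but 0.10 in FG1907, and -0.88). In the silver eel library FG1907_02 collagens lay 1.68 (log2, standard error over the transcripts 0.32) above the other libraries of its set.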

Basement membranes of the European eel have been described as layered structures containing numerous microfibrils [22], and elongation of rete capillaries requires additional extracellular matrix proteins. Concomitant with basement membranes constituents, a number of matrix metalloproteases have been identified at the mRNA and at the protein level, which are required for maintenance and reconstruction of the basement membrane.

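Among ADAMTS proteases, ats6 (g20715) had a log2 difference of -1.20 (standard error 0.57, -1.42 in FG1835 and not tested in FG1907), ats10 (g23506) of -1.43 (standard error 0.69, -1.70 in FG1835 and -0.38 in FG1907), -0.67 without FG1835_01, and ats18 (g11350) of -1.41 (standard error 0.75, -1.51 in FG1835 and -0.53 in FG1907), besides ats17 (g973), which was the 1 member that passed adjusted over the list alone. The list fell in silver eels with 16 of 21 tested transcripts lower, a median of -0.24 (-0.78 in FG1835 and 0.43 in FG1907) and 5 of 6 silver eels below the yellow mean (camera adjusted p = 0.00222). Its adjusted p was 0.664 with an estimated correlation, 0.0264 with the library set as a term, 0.0583 without FG1835_01, 0.0781 without FG1835_02 and 0.000209 without FG1907_02. Matrix metalloproteinases had 10 of 17 lower and a median of -0.14 (-0.46 in FG1835 and 0.32 in FG1907), with a camera adjusted p of 0.103 (Down), and an adjusted p of 0.00613 among transcripts with a base mean above 50 only, 0.00181 without FG1907_02 and 0.0322 without FG1907_04. Other matrix proteins fell as a list, with 42 of 66 lower and a median of -0.17 (-0.46 in FG1835 and 0.30 in FG1907, camera adjusted p = 0.0340). That call was lost with an estimated correlation (adjusted p = 0.664), with the library set as a term (0.0772) and with single libraries left out (0.0508 to 0.244 without 1 of FG1835_01, FG1835_02, FG1835_03, FG1835_04, FG1835_06, FG1907_01 or FG1907_03), and 5 of 6 silver eels lay below the yellow mean. Without FG1907_02 the adjusted p of the list was 0.000262. Its leading members were a second nidogen-2 transcript, nid2 (g17895), with -0.91 (standard error 0.29, -0.67 in FG1835 and -1.17 in FG1907) and fbln4 (g19835) with -0.98 (standard error 0.38, -0.34 in FG1835 and -1.89 in FG1907), and in the other direction agrin (g26955) with 2.04 (standard error 0.72, 1.49 in FG1835 and 2.86 in FG1907), 2.82 without FG1835_03, and periostin, postn (g28213), with 3.37 (standard error 1.27, 1.11 in FG1835 and not tested in FG1907), 0.72 without FG1907_02, FG1907_02 being a silver eel library. In edgeR 0 of the ADAMTS proteases passed an adjusted p of 0.05 over all genes and 1 when adjusted over the list alone, against 0 in DESeq2 and 0 in limma, and 1 had an unadjusted p under 0.05. For metalloproteinases these numbers were 0, 0, 0, 0 and 4, and for other matrix proteins 0, 0, 0, 0 and 6. The smooth muscle and erythrocyte lists were also lower in silver eels, with medians of -0.19 (0.10 in FG1907) and -0.88. Whether they moved with the matrix lists was not tested. Against the fall of the matrix lists, FG1907_02 lay 0.76 (standard error 0.54) above the rest of its set for ADAMTS proteases and 0.75 (standard error 0.28) above it for other matrix proteins.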

### Defense of reactive oxygen species

The swimbladder has been shown to contain high concentrations of oxygen, and with increasing depth increasing hyperoxic conditions prevail [48–50]. Analysis of the ROS defense capacity of swimbladder tissue of six marine fish suggested that a high oxygen content of the swimbladder is correlated with a high superoxide dismutase (SOD) activity [51]. A recent study on the European eel confirmed a high ROS defense capacity and showed that SOD activity in swimbladder tissue of the yellow eel was significantly higher than in muscle tissue [52]. During silvering, a process preparing the yellow eel for the spawning migration to the Sargasso Sea, SOD activity was even elevated. The high oxygen partial pressures required to fill the swimbladder are generated in the rete mirabile. Therefore it is not surprising that rete endothelial cells also are characterized by a high ROS defense capacity, as shown in the present study. 

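Among transcripts of defense against reactive oxygen species, peroxiredoxin-5, prdx5 (g8400), had 3543 ± 4812 (1950.2 in FG1835 and 5453 in FG1907, mean ± SD, n = 11 eels), a mean that rests in part on the silver eel library FG1907_03 with 17624 and is 2134 without FG1907_03. The peroxiredoxins tdx (g12362) and prdx6 (g9278) had 1599.7 ± 1419 (858 in FG1835 and 2490.2 in FG1907) and 1139 ± 283, catalase, cata (g7246), 807 ± 156, and thioredoxin, thio (g16268), 279 ± 118. The superoxide dismutases sodc (g30276), sodm (g11816) and sode (g7413) had 729 ± 499 (375 in FG1835 and 1154 in FG1907), 259 ± 109 and 348 ± 584 (102 in FG1835 and 642 in FG1907, 179 without FG1907_03 for sode). Of the glutathione enzymes, the transferase gstp2 (g11236) had 2248 ± 750.3, the reductase gshr (g12311) 509 ± 415 and the peroxidases gpx41 (g18530) and gpx4 (g14800) 1346 ± 1103 (858 in FG1835 and 1931 in FG1907) and 1237 ± 569. In silver eels gpx4 had 1629 ± 469.6 against 767 ± 160.0 in yellow eels, with log2 differences of 0.61 in FG1835 and 1.62 in FG1907. For prdx5 the log2 difference was 1.47 (standard error 0.67, 0.32 in FG1835 and 2.02 in FG1907), 0.46 without FG1907_03, and 1.05 with the library set as a term. Of 51 tested transcripts, 33 were higher and 18 lower in silver eels, with a median of 0.15 (0.16 in FG1835 and 0.062 in FG1907). At an adjusted p of 0.05, edgeR called 0 members over all genes, 1 adjusted over the list alone, DESeq2 0 and limma 0, while 2 had an unadjusted p under 0.05. The member called over the list alone was gpx4, and camera gave an adjusted p of 0.0817 for the list (Up, and 0.00187 to 0.0356 without 1 of FG1835_04, FG1835_05, FG1907_02, FG1907_04 or FG1907_06).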

Catalase, superoxide dismutase, glutathione related enzymes, peroxiredoxin and also thioredoxin were all detected at the mRNA as well as at the protein level, and the significant changes observed in the proteome of silver eels include slight elevations in reactive oxygen species degrading enzymes (SOD, peroxiredoxin, glutathione-S-transferase). These results confirm the conclusion that fish tissues exposed to high oxygen partial pressures require a high ROS defense capacity [53].

In summary, our data indicated that in swimbladder rete tissue a remarkable set of transport proteins was expressed, and in this respect the transcriptome and the proteome data were remarkably consistent. This suggested that protein mediated transport significantly supports back-diffusion of ions and metabolites in the rete mirabile, which enhances the countercurrent concentrating capacity of the rete. Silvering, however, was connected to only moderate changes in protein expression and did not affect the expression of membrane transport proteins. We therefore have no indication for an improvement of area specific transport capacities of the rete associated with silvering. The main effect of silvering on the countercurrent concentrating capacity of the rete appears to be achieved by increasing the total surface area. As already demonstrated for swimbladder tissue, the hyperbaric oxygen tensions generated in the rete mirabile coincide with a high ROS defense capacity in rete cells.

## Methods

Six yellow and six silver female eels were caught by commercial fishermen in Lake Constance, Bregenz, Austria, with bottom traps. They were transferred to the Institute of Zoology at the University of Innsbruck and kept in the freshwater aquarium until sampling the tissue. Table 3 summarizes the morphometrics of yellow and silver eels used for the experiments.

**Table 3:** Morphometrics of European eels presented as mean ± SD, silvering index according to Durif et al. (64), and ocular index according to Pankhurst (65)

	Yellow eels (n = 6)	Silver eels (n = 6)
Body mass [g]	392.7 ± 149.1	1037.5 ± 327.1
Body length [cm]	65.3 ± 7.5	86.5 ± 6.5
Pectoral fin length [mm]	27.6 ± 3.9	41.6 ± 2.6
Horizontal eye diameter [mm]	6.8 ± 0.8	10.5 ± 1.0
Vertical eye diameter [mm]	6.3 ± 0.6	10.2 ± 0.8
Silver Index	2.5 ± 0.5	4.5 ± 0.5
Ocular Index	5.2 ± 0.5	9.8 ± 1.1

### Preparation of rete tissue

Under anesthesia with 2-Phenoxyethanol (1 ml*L^− 1^) eels were decerebrated and spinally pithed. Eels were placed into an ‘eel holder’, as described by Pelster et al. [54]. The gills were irrigated with well-oxygenated tap water (flow rate 4-5 L*min^− 1^). The body wall was opened ventrally, the swimbladder was exposed and carefully freed from connective tissue. Artery and vein at the heart pole of the retia mirabilia were carefully separated and occlusively cannulated using PE50 and PE60 catheters, respectively. Rete vessels were perfused with heparinized (100 i.u*ml^− 1^) saline solution containing (in mmol*L^− 1^) NaCl, 129; KC1, 5; MgSO_4_, 0.9; CaCl_2_, 1.1; glucose, 15. Perfusion of rete vessels was controlled by continuous binocular inspection and both retia mirabilia were dissected immediately after total clearance of blood cells. 

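Hemoglobin transcripts, which mark red blood cells, were rare, with hbaa (g28202) at 129.8 ± 141 (mean ± SD, n = 11 eels) and hbba (g30174) at 65.5 ± 75.4 (44.8 in FG1835 and 90.4 in FG1907). The ammonium transporter rhag (g27241) had 507 ± 183, and the 3 erythrocyte transcripts above 50 summed to 702 ± 214. Most of this sum is rhag, which had 654 in FG1835 and 330 in FG1907, while hbaa had 97.8 and 168. The sum therefore need not follow the red blood cells left in the tissue. Hemoglobin hbaa had 182 ± 175 in yellow eels (118 without FG1907_06) and 86.6 ± 101 in silver eels (50.7 without FG1907_02). As a list, erythrocyte markers fell in silver eels in the camera test (adjusted p = 0.0340), with 6 of 7 tested transcripts lower and a median log2 difference of -0.88 (-0.59 in FG1835 and -0.93 in FG1907). The adjusted p was 0.664 with an estimated correlation, 0.146 with the library set as a term, 0.285 with a base mean above 50 only and 0.106 to 0.388 without 1 of FG1835_02, FG1835_05, FG1907_01, FG1907_03 or FG1907_06, and 4 of 6 silver eels lay below the yellow mean. Without FG1907_02 the adjusted p of the list was 0.000686. Smooth muscle markers were lower in silver eels beside the erythrocyte markers (median -0.19, but 0.10 in FG1907). Besides hbaa with -1.06 (standard error 0.85, -1.03 in FG1835 and -1.19 in FG1907), -1.85 without FG1907_02 and -0.44 without FG1907_06, the leading members were hbbc (g41104) with -0.76 (standard error 0.64, -0.59 in FG1835 and -0.93 in FG1907), hbac (g37175) with -0.88 (standard error 0.75, -0.95 in FG1835 and -0.88 in FG1907), -1.53 without FG1907_02, and a second rhag transcript (g18135) with -0.89 (standard error 0.80, 0.20 in FG1835 and -1.77 in FG1907), -0.043 without FG1907_06. The number of members at an adjusted p under 0.05 was 0 in edgeR over all genes, 0 adjusted over the list alone, 0 in DESeq2 and 0 in limma, with 0 at an unadjusted p under 0.05.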

Half of the tissue was blotted dry on absorbent paper, shock frozen in liquid nitrogen and stored at -80^o^C until further use for analysis of protein expression. The second half was transferred into 1 ml RNAlater™ solution (Invitrogen by Thermo Fisher Scientific Inc., Waltham, MA, USA) and immediately shock frozen in liquid nitrogen for analysis of the transcriptome.

### RNA isolation and Illumina RNAseq analysis

Total RNA of rete mirabile tissue of five yellow and six silver eels was isolated using the Qiagen miRNeasy Mini kit and a TissueRuptor according to the manufacturer’s instructions (Qiagen, Venlo, Netherlands). Quality and integrity of the isolated RNA were checked on an Agilent Bioanalyzer 2100 total RNA Nano series II chip (Agilent, Amstelveen, Netherlands). The Illumina Truseq library prep started with polyA+ RNA selection step, thereby selecting against rRNA. Illumina RNAseq libraries were prepared from 0.5 µg total RNA using the Illumina TruSeq Stranded mRNA Library Prep according to the manufacturer’s instructions (Illumina Inc. San Diego, CA, USA). All RNAseq libraries (150-750 bp inserts) were sequenced using an Illumina NovaSeq6000 system as 2 × 150 nucleotides paired-end reads or an Illumina HiSeq2500 system as 1 × 50 nucleotide single-reads according to the manufacturer’s protocol. Image analysis and base calling were done using the Illumina pipeline.

### Illumina data processing

Data processing was performed as described previously [55, 56]. Briefly, reads (16 million per sample) were aligned to the draft genome sequence of European eel [32] using TopHat (version 2.0.13) https://ccb.jhu.edu/software/tophat/index.shtml [57]. Secondary alignments of reads were excluded by filtering the files using SAMtools (version 1.2 using htslib 1.2.1) [58]. Aligned fragments per predicted gene (also referred to as transcripts) were counted from SAM alignment files using the Python package HTSeq (version 0.6.1p1) https://readthedocs.org/projects/htseq/ [59]. To enable comparisons across samples, fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, library size estimates, determined using the R/Bioconductor (release 3.3.2) package DESeq https://bioconductor.riken.jp/packages/3.4/bioc/html/DESeq.html [60], were employed. Read counts were normalized by dividing the raw counts obtained from HTSeq https://htseq.readthedocs.io/en/master/install.html by its scale factor. The term “relative expression value” refers to these normalized read counts.

The Reactome database (https://reactome.org) [61] was used for classification of genes into broad pathways. For a detailed pathway and biological process analysis of expressed genes, analysis of the transcriptome was limited to transcripts with a base mean relative expression value above 50 copies in yellow and silver eel rete tissue. The *Description* of the transcript, GO *biological process* and *molecular function* were searched for genes related to a specific metabolic pathway or transport activity (like, for example, metabolic process, receptor, membrane transport, ion transport, channel, ATPase), and the GO *cellular component* was searched for genes related to a specific cellular structure or organelle (like, for example, extracellular matrix or mitochondrial). In a second step, differentially expressed genes between rete tissue from yellow and silver eels were identified using DESeq, the cut-off for significance was set to p < 0.01.

### Protein extraction, digestion and iTRAQ labeling

Sample preparation was performed as previously described with an additional iTRAQ labeling of peptides [35]. Briefly, frozen tissues of 12 samples (6 biological replicates for yellow and for silver eels, respectively) were homogenized and centrifuged at 1000 × g for 10 min at 4 °C to obtain a pellet containing debris and nuclear components. The supernatant was removed and centrifuged again at 15,000 × g for 30 min at 4 °C to separate the components into a membrane fraction (pellet) and cytosolic fraction (supernatant). The membrane pellets were reconstituted in 60 µl of a chaotropic buffer containing 7 M urea, 2 M thiourea, 4% CHAPS, 100 mM DTT, and 50 mM TEAB. Protein amounts were estimated using a Bradford protein assay (Carl Roth GmbH, K880). Protein samples (100 µg) were digested with Trypsin (1:50 w/w, Promega, V5117) using the FASP procedure [62].

Resulting peptides were enriched and desalted using C18 packed pipette tips (Pierce, #87,784), lyophilized, and reconstituted in 90 µl 100 mM TEAB buffer. An aliquot of 18 µl per sample was mixed with iTRAQ-4plex labeling reagent following the manufacturer’s instructions (Applied Biosystems). Samples were incubated for 3 h at room temperature, dried down in a Speed Vac and reconstituted in 75 µL 0.1% TFA. The contents of four differentially iTRAQ labeled samples were combined and separated using high pH reverse-phase spin columns (Thermo Fisher, #84,868) into eight fractions.

### LC-MS/MS analysis and database searching

Peptides from each fraction were analyzed by LC-MS within 2 h gradients using a Dionex Ultimate 3000 system (Thermo Fisher Scientific) coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific) that was set to operate in data-dependent mode. Details were as described previously [63]. Fragment spectra were matched against the draft genome sequence of the European eel [32] [protein database (34,018 sequences, https://www.ncbi.nlm.nih.gov/assembly/GCA_000695075.1] using Sequest via the Proteome Discoverer 2.2 software (Thermo Scientific, USA). The search parameters were as follows:

Enzyme specificity was set to trypsin, carbamidomethylation of cysteine was set as a fixed modification. Oxidized methionine, acetylation and/or methionine loss at the protein N-terminus, and iTRAQ 4plex label at lysine residues and at the peptide N-terminus were set as variable modifications. A maximum of two missed cleavages were allowed. The required false positive rate was set to 1% at the peptide and at the protein level, respectively, and was calculated via the Percolator node.

### iTRAQ-based protein quantitation

For quantitation of proteins the fold changes were calculated based on iTRAQ reporter ion intensities present in MS2 scans (m/z 114, 115, 116, and 117). The reporter ion intensities were extracted using the default software settings: Only peptides that were unique to a given protein or protein group were considered for quantitation. Fragment ion tolerance was set to 20 ppm for the most confident centroid peak and co-isolation threshold was set to 50%. Normalization was performed such that the total sum of the reporter ion intensities was the same for all four sample channels. To determine differences in protein expression Significance B (Maxquant/Perseus software), a P value depending on protein intensity and protein ratio was used. Settings were: Two-tailed test, FDR threshold value 0.05, Benjamini-Hochberg correction for multiple hypothesis testing was applied.

### Data analysis

The Reactome database (https://reactome.org) [61] was used for classification of detected proteins into broad pathways. The detailed pathway and biological process analysis of expressed proteins followed the procedure described for the transcriptome analysis (see above). A Spearman’s rank-order correlation was run to determine the relationship between mRNA expression and protein abundance.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

The transcriptome datasets generated and analyzed during the current study are available in the NCBI’s Gene Expression Omnibus and are accessible through accession number GSE172092 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172092). The proteome datasets generated and analyzed during the current study are available in the PRIDE Proteomics Identification Database and are accessible through accession number PXD025435 (https://www.ebi.ac.uk/pride/archive/projects/PXD025435).

# Supplementary material for: Expression of transport proteins in the rete mirabile of european silver and yellow eel
**Source:** BMC Genomics. 2021 Dec 2;22:866. doi: 10.1186/s12864-021-08180-2
**Supplement:** Supplementary file 1 — Additional file 1.

**Suppl. file 1**

Selected genes coding for proteins connected to the formation of the extracellular matrix detected in the transcriptome and/or in the proteome. For the transcriptome the base Mean relative expression value is listed for genes detected in the proteome the relative abundance is listed.

# Supplementary material for: Expression of transport proteins in the rete mirabile of european silver and yellow eel
**Source:** BMC Genomics. 2021 Dec 2;22:866. doi: 10.1186/s12864-021-08180-2
**Supplement:** Supplementary file 2 — Additional file 2.

**Suppl. file 2**

Selected genes coding for membrane transport proteins detected in the transcriptome and/or in the proteome. For the transcriptome the base Mean relative expression value is listed, for genes detected in the proteome the relative abundance is listed.

# Supplementary material for: Expression of transport proteins in the rete mirabile of european silver and yellow eel
**Source:** BMC Genomics. 2021 Dec 2;22:866. doi: 10.1186/s12864-021-08180-2
**Supplement:** Supplementary file 3 — Additional file 3.

**Suppl. file 3**

Selected genes coding for receptor proteins detected in the transcriptome and/or in the proteome. For the transcriptome the base Mean relative expression value is listed, for genes detected in the proteome the relative abundance is listed.

# Supplementary material for: Expression of transport proteins in the rete mirabile of european silver and yellow eel
**Source:** BMC Genomics. 2021 Dec 2;22:866. doi: 10.1186/s12864-021-08180-2
**Supplement:** Supplementary file 5 — Additional file 5.

**Suppl. file 5**

Between yellow and silver eels differentially expressed genes detected in the proteome (calculated in Perseus).

How the deposited data were processed for this re-analysis (not part of the article)

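RNA of the rete mirabile of 5 yellow and 6 silver eels was sequenced as 1 polyA-selected, stranded library per eel. By the methods, reads were aligned to the draft genome of the European eel with TopHat 2.0.13, secondary alignments were removed with SAMtools 1.2 and fragments per predicted gene were counted with HTSeq 0.6.1p1, and the authors compared the stages with DESeq. The deposited table holds raw counts of each library with the authors' base means, fold changes and p-values. The base means are a signal as deposited, which the authors made by dividing the counts by size factors, and they equal the mean of counts over median-of-ratios size factors computed here. The column FG1935_03 has no library title of its own and was read as FG1835_03, the title without a column. Gene names are those of the deposited table and no other source of names was used. The protocol text of the labels speaks of gas gland tissue, while the tissue label and the paper name the rete mirabile, which was followed.

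Totals of assigned counts per library ranged from 9360429 to 12438185 (median 10555968), while the paper states the depth of the raw reads. Because each predicted gene is counted on its own, transcripts that share a name may divide reads between them, so that levels of single transcripts of multigene families (collagens, V-type ATPase subunits, monocarboxylate transporters, glycolytic enzymes) are uncertain.

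Relative expression values are counts divided by median-of-ratios size factors, given as mean and SD over the eels, with a limit of 50. Stages were compared with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test, silver against yellow) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, and standard errors were taken from the log2 difference and its F statistic. Standard errors of a list in FG1907_02 were instead taken from the spread of its transcripts in that library, which are not independent. An unadjusted p under 0.01 was counted as well, since the paper uses it. DESeq2 1.42.0 and limma 3.58.1 were run beside edgeR. Tables and figures were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Both edgeR fits were tested on simulated data with the spread of these libraries, in which only transcripts with a mean count above 50 were changed.

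Transcripts were grouped by name into 41 lists of transport, energy metabolism, defense against reactive oxygen species, extracellular matrix, receptors, cell types, RNA quality and 4 further processes. Lists with at least 3 tested transcripts, 39 in all, were tested with camera with a preset correlation of 0.01, with adjustment over these lists, and with an estimated correlation and fry as alternatives. The name patterns were written before the data were examined. Names that a pattern caught but whose description names another protein were removed from the lists before any list was tested, after the medians of the lists per library had been looked at.

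The genes named follow a rule fixed before the data were examined: the 10 transcripts with the smallest p in each direction among named transcripts above the limit, the transcripts of Table 1, the highest transcript of each name in the families that the paper names, the 4 members with the smallest p of each list that passed its test, and the 2 highest members of each list of cell types and RNA quality. Table 1 had been seen when the rule was written. Of the families the names with the highest values are given, and the remaining names enter the counts. A single gene that falls under the rule is not reported here.

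The alternatives were no filter, a limit on the base mean in place of the filter, other scalings, robust estimation, the library set as a term, each library set alone, each library left out in turn, DESeq2 and limma, other limits on expression, and other settings of the list tests. Leaving out FG1907_02 together with the set term, the set term in DESeq2, the lists as first written, the set term with an estimated correlation and families chosen by words of the description were added after the data had been seen. Splits of the libraries were drawn with a fixed seed. The number of splits was raised after the results of a first, smaller draw had been seen. Reactome percentages and proteome values were not analysed here.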

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

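The tests of sequencing systems, of other splits for the library sets, of other cell types in FG1907_02 and of the set missing from the model were chosen after the result they weigh had been seen, and the tests of depth, of reads divided between transcripts and of a wrong stage were planned before.

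The libraries of the sets FG1835 and FG1907 differed at an adjusted p under 0.05 in 9250 of 23981 transcripts in edgeR with the stage in the model, 4685 higher and 4565 lower in FG1907 (11281 without FG1907_02). Depth is argued against, since 94.6% of them were called again in the same direction with every library thinned to 9360429 counts, and reads divided differently between transcripts of 1 name are argued against as the whole source, since counts summed by name still differed with a median absolute log2 ratio of 0.582, above the range of 0.462 to 0.510 of random groups of the same transcripts. Of 100 splits of the libraries 1 gave as many transcripts, the division by set itself (highest other 3185), so chance can be excluded. The systems NovaSeq and HiSeq may be the source, but the paper does not state which library ran on which, so the systems and any other difference between the sets cannot be told apart. A difference between the eels of the sets, such as their catch or the cells sampled, stays open and was not tested beyond the lists, of which 15 of 39 were called by camera and 0 with an estimated correlation, among them NADH dehydrogenase higher in FG1907 (median 0.73, adjusted p = 1.11e-05, estimated 0.517) and endothelial (median -0.77, 0.000933, estimated 0.245) and smooth muscle markers (median -0.73, 0.000539, estimated 0.281) lower.

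The silver eel library FG1907_02 stood apart, with 240 transcripts above 50 at more than 2 times the value of every other library and 312 below 0.5 times, against 93 and 274 for FG1907_03 (the rgs5 transcript g2442 at 48165, at most 869 in the others). Against the rest of its set, and beyond each other library of it, collagens lay 1.68 (standard error 0.32, log2) higher, adipocyte markers 1.62 (standard error 0.51), heat shock and immediate early genes, a list of RNA quality, 1.24 (standard error 0.36) and the hypoxia response 0.86 (standard error 0.21), and NADH dehydrogenase 0.63 (standard error 0.10), ATP synthase 0.64 (standard error 0.16) and glycolysis 0.78 (standard error 0.21) lower. A lower share of endothelial cells with every other cell type raised alike stays open but is little borne out, since endothelial markers lay only 0.27 (standard error 0.30) lower, and erythrocyte and exocrine pancreas markers lay 3.10 standard errors apart but each within the spread of the other libraries of the set (-2.56 to 2.50 and -1.28 to 0.56). A yellow eel under a silver label is argued against as the whole source, since the library also lay apart from the yellow eels of its set. Its log2 CPM values correlated with FG1907_04 and FG1907_06 at 0.8815 and 0.883, against 0.946 between those eels. Whether the label is wrong stays open. The score of FG1907_02 over 409 transcripts, -0.426, lay below the yellow eels (0.0133 and -0.150) as well as the silver eels (0.238 and 0.325), outside both stages. The silvering and ocular indices of the paper, higher in the group of silver eels as the labels say, are not given per eel and do not settle it. A difference in the sampled tissue of this eel, in its handling or in RNA quality stays open and was not tested beyond these lists. All standard errors of this paragraph are over the transcripts of a list in 1 eel, which are not independent, and give no spread between eels.

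Between the stages 99 transcripts had a p under 0.01 in edgeR where chance gives 240. The library set missing from the model may account for the deficit, since simulated libraries with the real set differences and no stage difference gave 75 without the set as a term and 225 with it, where chance gives 233. Chance cannot be excluded as the source of the stage counts: 46 of 100 splits gave at least 99 transcripts, the highest being the division by library set with 8080, which points to a structure of the samples, and with the set as a term 27 of 80 splits inside the sets gave at least 196 (highest other 476). Many of the 100 splits divide the sets less evenly than the stages do, so the set difference enters them, and the splits inside the sets are the closer comparison. No splits were run for FG1835 alone, with 448 transcripts where chance gives 247. None were run either for the set term with FG1907_02 left out, with 377 where chance gives 235. For the 9 lists called, 51 of the same 100 splits called as many (highest other 18). With the set as a term the stages gave 4 lists, and drawn splits inside the sets gave up to 18.

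Genes of the hypoxia response, a list that the paper does not analyse, rose in silver eels in the camera test (p = 1.11e-06) but not with an estimated correlation (adjusted p = 0.299), the difference between the library sets named above was not reported in the paper, and the most abundant transcript of the table, the unnamed g43896, had a mean of 118914.

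Of 476 groups of 5 or 6 eels, 1 per stage and named transcript, 67 held 1 library apart from the others by Dixon's test, where chance gives about 1 in 20 groups, 24 here. The groups mix both library sets, so this chance number, which takes a group as uniform, is a guide only, and 55 of the libraries apart belong to FG1907 and 12 to FG1835. The values below are normalized counts. In the silver eel library FG1907_03 the value stood apart from the others of its stage for hs90b (g11574) with 199978, ef1a (g7367) with 123072, rl7a (g735) with 76714, lamb1 (g2333) with 13267, nid2 (g4703) with 3910, cac1h (g127) with 620, tgfa1 (g13796) with 5509 and ldhb (g412) with 41742. For silver eels, library FG1907_03 also stood apart for enoa (g21638) with 8745, pgk1 (g23977) with 4999, taldo (g5646) with 6012, cox41 (g20442) with 4807, qcr2 (g5425) with 2275, adt2 (g6355) with 26974, mdhm (g17381) with 5368 and ndus1 (g8924) with 4524. Further transcripts with a value of FG1907_03 apart from the other silver eels were sode (g7413) with 2038, gpx41 (g18530) with 4263, prdx5 (g8400) with 17624, tdx (g12362) with 5426, gshr (g12311) with 1673, hsp70 (g7708) with 80799, lama1 (g1501) with 94 and irf7 (g12275) with 74. Apart from the remaining silver eels, FG1907_02 held co1a1 (g7014) with 13732, mmp2 (g6604) with 12848, anpra (g8418) with 1557, at233 (g19717) with 2444, at1a3 (g22785) with 389, hbba (g30174) with 159, lipl (g9731) with 832 and ceam5 (g17622) with 144. For silver eels, library FG1907_02 also stood apart for mica2 (g2343) with 215, s4a7 (g8954) with 127, coaa1 (g544) with 861, postn (g28213) with 684, rgs5 (g2442) with 48165 and desm (g18044) with 294. Library FG1907_04 lay apart among yellow eels for coea1 (g3018) with 6901, va0e1 (g16503) with 1143, vato (g10917) with 1088, at2a1 (g19160) with 941, gtr1 (g18545) with 4544, acta (g12122) with 33380 and gtd2b (g40381) with 1. In the silver eel library FG1907_01 the value stood apart from the others of its stage for mmp19 (g20203) with 2131, mot9 (g1014) with 2087, ednra (g11336) with 20913, aqp1 (g214) with 7740 and cisy (g16969) with 171. Apart from the remaining yellow eels, FG1907_06 held co6a3 (g7207) with 9698, aqp1 (g214) with 1076, enoa (g21638) with 9698, atpa (g2902) with 2884 and myh2 (g3538) with 403. Library FG1835_01 lay apart among yellow eels for lama3 (g14032) with 4364, ntng1 (g471) with 305, ats10 (g23506) with 81 and gvin1 (g30635) with 1105. In the silver eel library FG1835_04 the value stood apart from the others of its stage for coca1 (g801) with 6577, vpp1 (g7390) with 3093, kalm (g456) with 139 and mx (g19741) with 50. Apart from the remaining yellow eels, FG1835_03 held mot9 (g1014) with 1807, mot7 (g17247) with 359 and cxcr4 (g44825) with 2477. Library FG1835_05 lay apart among silver eels for gvin1 (g30635) with 225.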

How the results depend on the processing

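The settings that combine the set term with FG1907_02 left out, the set term in DESeq2, the set term with an estimated correlation, the lists as first written and the families by words of the description were chosen after the data had been seen. A pseudocount was not varied because the values are counts. In the simulation 2-fold differences mostly stayed under the threshold, and smaller ones were not simulated. The cause of each change below was not tested, except that a smaller number of tests or libraries follows from a filter, a set alone or a library left out.

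Transcripts called between the stages at an adjusted p under 0.05, 0 in edgeR, numbered 26 in DESeq2, 57 in DESeq2 with the set term, 2 with the set term and FG1907_02 left out (hebp2 and s4a7) and 0 to 1 with 1 library left out (g29063 without FG1907_03). At p under 0.01 the 99 became 229 with no filter, 196 with the set term, 448 in FG1835 alone, 377 with the set term and FG1907_02 left out, 305 in DESeq2 and 485 in DESeq2 with the set term, and 87 (without FG1835_02) to 145 (without FG1907_02) with 1 library left out. Above 50 the 69 became 131 with the set term, 310 in FG1835 alone, 258 with the set term and FG1907_02 left out, 129 in DESeq2 and 259 in DESeq2 with the set term, and 53 to 102 (without FG1907_02) with 1 library left out. Other scalings, robust estimation, limma and FG1907 alone gave counts within 1.5 times of these.

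Of the 9 lists called, 0 were called with an estimated correlation, 0 with fry, 4 with the set term and 0 with the set term and an estimated correlation, and 4 (without FG1835_02) to 15 (without FG1835_04) lists were called with 1 library left out. Libraries that moved this number by more than 1.5 times were FG1835_01 (5), FG1835_02 (4), FG1835_04 (15), FG1907_04 (14). Of the other lists, those called under an alternative that keeps every library or takes the set term were matrix metalloproteinases with a base mean above 50 only (adjusted p = 0.00613) and, with the set term and FG1907_02 left out, metalloproteinases (0.00100), defense against reactive oxygen species (0.00456) and endothelial markers (0.00138). The direction of the test held in all 162 comparisons run for the 9 lists, 99 on the same side of the threshold and 63 not, but none of these took a library set alone, where the median of 6 lists had the other sign (interferon response in FG1835, and collagens, ADAMTS proteases, other matrix proteins, bicarbonate transporters and smooth muscle markers in FG1907). Of 5410 values of 237 named transcripts under the alternatives, 5188 stayed on their side of a p of 0.01, 135 were no longer under it, 86 newly so and 1 value past the threshold turned in sign, namely mmp2 (g6604) to a log2 difference of -0.62 with the set term and FG1907_02 left out. A further 333 changed sign without a p under 0.01 in either fit. Transcripts with at least 1 read fell from 39516 to 25895 when a read in every library was asked for, and cytochrome transcripts above 50 rose from 32 to 66 when chosen by the word in the description. The other family counts stayed within 1.5 times. Means of named transcripts moved by more than 1.5 times in at least 1 library set alone for 59 of 238, and without 1 library for 16.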

Differences from the paper's values

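The match of single values with the additional files (a transcript within 1% of the paper's value, otherwise the sum of the transcripts of the name above 50) was chosen after the values had been seen.

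The paper gives 15 collagen and 6 laminin transcripts above 50 in its text, and 33 and 17 were counted here by gene name. None of the 18 alternatives set before the data were examined reached the paper's counts, with 26 to 41 collagens and 13 to 20 laminins. Chosen by the word in the description, a setting added after seeing the values, the counts were 47 and 17. Counted as different names, a way of counting also set beside the paper's after seeing the values, they were 22 and 11, within 1.5 times of the paper's number for collagens and not for laminins.

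Of the 180 relative expression values of the additional files, 104 equal the highest transcript of the name, 10 another transcript and 50 the sum, and 16 match none of these. In the additional files the paper's relative expression value and the sum computed here were finc, 1232 against 6187, lama5, 224 against 8114, at1a3, 1634 against 164, at2b4, 624 against 238 and at5f1, 218 against 870.0. They were also mot6, 525 against 262, s4a7, 11625 against 5879, so3a1, 559 against 1799, va0d1, 1567 against 767 and 5ht3a, 1463 against 447. For finc the gap to the paper's value stayed above 1.5 times but was no larger than 1 SD of the libraries in FG1907 alone (3364) and without FG1835_01 (4966). For s4a7 the value came within 1.5 times of the paper's in FG1835 alone (7953). For lama5, at1a3, at2b4, at5f1, mot6, so3a1, va0d1 and 5ht3a the difference held under each library set alone, TMM-scaled counts and each library left out.

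The paper states that after adjustment no gene differed between the stages. The authors' own table holds 2 transcripts with an adjusted p under 0.05, the unnamed g31899 and fras1, and edgeR called 0 here, limma 0 and DESeq2, set as an alternative before the data were examined, 26. The number of transcripts at p under 0.01 was 99 here and 99 in the paper, of which 47 are the same transcripts, and above 50 it was 69 here and 47 in the paper.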

Other observations

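The name patterns of the lists and their tests were set before the data were examined, the names left out of the lists were chosen later from their descriptions, and the test of an interaction of stage and library set was added once the difference between the sets had been seen.

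Genes of the hypoxia response rose in silver eels as a list in the camera test (adjusted p = 4.32e-05), with 23 of 28 tested transcripts higher, a median log2 difference of 0.29 (0.10 in FG1835 and 0.77 in FG1907) and 5 of 6 silver eels above the yellow mean. The adjusted p was 0.299 with an estimated correlation, 1.76e-05 with the library set as a term and 0.000506 without FG1907_02. The smooth muscle and erythrocyte markers were lower in silver eels beside it (medians -0.19, but 0.10 in FG1907, and -0.88), and in the silver eel library FG1907_02 the list lay 0.86 (standard error 0.21) above the rest of its set, as did the heat shock and immediate early genes, a list of RNA quality, with 1.24 (standard error 0.36). The lipoprotein lipase inhibitor angl4, which responds to low oxygen and to fasting, the mitochondrial protein bnip3 (g6543) with 0.44 (standard error 0.20, 0.41 in FG1835 and 0.50 in FG1907) and the stress protein ndrg1 (g383) with 0.87 (standard error 0.48, 0.20 in FG1835 and 1.12 in FG1907) were higher, while cah9, a known target of the hypoxia-inducible factor, was lower, with a log2 difference of -1.81 without FG1907_06, a yellow eel library. The highest members were the hypoxia-inducible factors hif3a and epas1, with 8411 ± 3088 and 3804 ± 1581 normalized counts (mean ± SD, n = 11 eels). Counted at an adjusted p under 0.05, 0 members passed in edgeR over all genes (1 adjusted over the list alone), 0 in DESeq2 and 0 in limma, and 3 passed an unadjusted p of 0.05, the member called over the list alone being angl4.

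Genes of the interferon response fell as a list (adjusted p = 0.00307), with 24 of 37 tested transcripts lower in silver eels, a median of -0.13 (0.038 in FG1835 and -0.22 in FG1907) and 4 of 6 silver eels below the yellow mean, led by the transcription factor irf7 (g12275) with -0.67 (standard error 0.33, -0.41 in FG1835 and -0.95 in FG1907) and the antiviral GTPase mx (g19741) with -1.65 (standard error 0.89, -1.44 in FG1835 and not tested in FG1907), followed by the large GTPases gvin1 (g27260) with -1.41 (standard error 0.93, -1.70 in FG1835 and 0.49 in FG1907) and gvin1 (g30635) with -2.48 (standard error 1.63, -2.63 in FG1835 and not tested in FG1907), -0.61 without FG1835_01. The adjusted p was 0.664 with an estimated correlation, 0.0549 with the library set as a term, 0.0550 with a base mean above 50 only, 0.0993 without FG1835_01, 0.276 without FG1907_03 and 0.0326 without FG1907_02, and the same marker lists were lower beside it (smooth muscle -0.19, but 0.10 in FG1907, erythrocyte -0.88). In edgeR 0 of them passed an adjusted p of 0.05 over all genes and 0 when adjusted over the list alone, against 0 in DESeq2 and 0 in limma, and 0 had an unadjusted p under 0.05. Genes responding to steroid and thyroid hormones had 22 of 41 higher and a median of 0.037 (0.038 in FG1835 and 0.50 in FG1907, adjusted p = 0.144, and 0.0351 without FG1835_01, 0.0131 without FG1835_03 and 0.00978 without FG1907_03), with t22d3, dhi2 and klf9 at 7083 ± 2208, 6667 ± 3265 and 4003 ± 1797. Heat shock and immediate early genes had 16 of 26 higher, a median of 0.14 (-0.026 in FG1835 and 0.30 in FG1907, adjusted p = 0.839) and hsp70 and hsp7c at 37094 ± 16858 and 3779.9 ± 2342 (2021 in FG1835 and 5890.2 in FG1907). Cell cycle genes had 6 of 12 higher, a median of 0.048 (0.11 in FG1835 and 0.029 in FG1907, adjusted p = 0.669) and 2 transcripts above 50.

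Markers of other cell types were tested as lists. Leukocyte markers had 17 of 28 transcripts lower in silver eels (median -0.035, 0.10 in FG1835 and -0.12 in FG1907, adjusted p = 0.198, and 0.0281 without FG1907_02), with itam at 7418 ± 3905 and cxcr4 at 2883 ± 723. Skeletal muscle markers had 7 of 13 lower (median -0.012, 0.016 in FG1835 and -0.081 in FG1907, adjusted p = 0.939), with myh2 at 766 ± 224 and acts at 279.9 ± 81.2. Epithelial markers, which gas gland cells share, had 12 of 18 higher (median 0.12, 0.24 in FG1835 and 0.16 in FG1907, adjusted p = 0.669), with the keratins k1c18 at 11708 ± 3038 and k2c8 at 4791 ± 1159.5. Adipocyte markers had 3 of 3 higher (median 0.82, -0.039 in FG1835 and 1.18 in FG1907, adjusted p = 0.144), with fabp4 at 531 ± 320.4 and lipl at 153 ± 231 (57.0 in FG1835 and 269 in FG1907, 85.3 without FG1907_02). Exocrine pancreas markers had 2 of 4 higher (median 0.036, 0.24 in FG1835 and 0.36 in FG1907, adjusted p = 0.811), with cbpa6 at 142 ± 55.0 and amyp at 63.9 ± 44.6 (95.04 in FG1835 and 26.5 in FG1907), and neuron and glia markers 4 of 6 (median 0.064, -0.15 in FG1835 and 0.49 in FG1907, adjusted p = 0.378), with tbb3 at 463 ± 389 (236 in FG1835 and 735 in FG1907) and s100b at 66.3 ± 31.1. Liver and plasma protein markers had 0 transcripts above 50 and 1 tested, too few for the test, and aquaporins had 2.

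A hypothesis set before its result was seen was that the stages differ in the same transcripts in both library sets. The log2 differences of the sets correlated across 23981 transcripts, which are not independent, with r = 0.0223, and 80 of 200 relabellings of the eels inside the sets gave as high a value (highest other 0.190), so over all transcripts the values did not bear the hypothesis out. All tested transcripts and FG1907_02 entered this test, so it could miss a smaller shared group. Over 409 transcripts at p under 0.01 in FG1835, FG1907_01 and FG1907_03 scored 0.238 and 0.325, above the yellow eels FG1907_04 (0.0133) and FG1907_06 (-0.150). FG1907_02 scored below both stages (-0.426), and this order was not tested. In a test of the interaction of stage and library set, 0 transcripts had an adjusted p under 0.05 in edgeR (smallest 0.125), 181 an unadjusted p under 0.01 and 1185 under 0.05, where chance gives 240 and 1199.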
